# A stem cell reporter based platform to identify and target drug resistant stem cells in myeloid leukemia

**DOI:** 10.1038/s41467-020-19782-x

**Published:** 2020-11-26

**Authors:** Kyle Spinler, Jeevisha Bajaj, Takahiro Ito, Bryan Zimdahl, Michael Hamilton, Armin Ahmadi, Claire S. Koechlein, Nikki Lytle, Hyog Young Kwon, Ferdous Anower-E-Khuda, Hao Sun, Allen Blevins, Joi Weeks, Marcie Kritzik, Jan Karlseder, Mark H. Ginsberg, Pyong Woo Park, Jeffrey D. Esko, Tannishtha Reya

**Keywords:** Cancer screening, Cancer stem cells, Leukaemia

## Abstract

Intratumoral heterogeneity is a common feature of many myeloid leukemias and a significant reason for treatment failure and relapse. Thus, identifying the cells responsible for residual disease and leukemia re-growth is critical to better understanding how they are regulated. Here, we show that a knock-in reporter mouse for the stem cell gene Musashi 2 (Msi2) allows identification of leukemia stem cells in aggressive myeloid malignancies, and provides a strategy for defining their core dependencies. Specifically, we carry out a high throughput screen using Msi2-reporter blast crisis chronic myeloid leukemia (bcCML) and identify several adhesion molecules that are preferentially expressed in therapy resistant bcCML cells and play a key role in bcCML. In particular, we focus on syndecan-1, whose deletion triggers defects in bcCML growth and propagation and markedly improves survival of transplanted mice. Further, live imaging reveals that the spatiotemporal dynamics of leukemia cells are critically dependent on syndecan signaling, as loss of this signal impairs their localization, migration and dissemination to distant sites. Finally, at a molecular level, syndecan loss directly impairs integrin *β*_7_ function, suggesting that syndecan exerts its influence, at least in part, by coordinating integrin activity in bcCML. These data present a platform for delineating the biological underpinnings of leukemia stem cell function, and highlight the Sdc1-Itgβ7 signaling axis as a key regulatory control point for bcCML growth and dissemination.

## Abstract (web summary)

Identifying leukaemia stem cells (LSC) and defining how they drive tumourigenesis might aid in the treatment of disease. Here, the authors show that a reporter Musashi 2 can serve as a platform to effectively identify leukemic stem cells and it is used to define Syndecan-1 as a dependency for these aggressive, therapy resistant cells.

## Introduction

Over the past several decades, it has become increasingly clear that many cancers are heterogeneous and contain a distinct population of tumor-propagating cells that can also be highly resistant to anticancer therapies^1–5^. Existence of such a therapy-resistant population can explain why many cancers re-emerge after treatment. A key example of this is in chronic myelogenous leukemia (CML), where CML stem cells remain therapy resistant and cannot be eliminated by imatinib (Gleevec), thus resulting in a continued dependence on the drug for a patient’s lifetime. In addition, with the accrual of additional mutations, CML progresses to the aggressive blast crisis phase, which is highly undifferentiated and largely unresponsive to Gleevec^6–10^. Similarly, stem cells in de novo acute myeloid leukemia have been shown to express elevated levels of multidrug resistance genes and exhibit reduced sensitivity to daunorubicin, a standard of care chemotherapeutic in AML^11–13^.

To date, therapy-resistant stem cells in leukemias have predominantly been identified through combinations of surface markers^11,14–17^. While these approaches have been important for prospective isolation of cells and assessment of their role in cancer initiation and propagation, they are limited in their ability to identify and track stem cells in vivo, and cannot be effectively integrated into strategies to screen for dependencies. Thus, the development of efficient ways to identify leukemia stem cells (LSCs) is critically needed to enable real-time detection of therapy-resistant cells, and improve the delineation of their biological underpinnings.

Here we show that a knock-in reporter for the stem cell gene Musashi 2 (Msi2)^18–20^ can serve as a platform to define functional heterogeneity in hematological malignancies, and effectively identify LSCs in both blast crisis chronic myeloid leukemia (bcCML) and de novo AML. By screening for dependencies using this approach, we find several adhesion molecules enriched in therapy-resistant bcCML cells. Among these, syndecan and syndecan-dependent integrin signaling are not only essential for bcCML propagation and lethality but they also control systemic dissemination to distant sites. These data show that Msi reporters represent a key strategy for identifying regulators of LSCs, and highlight adhesive signals as critical players in LSC growth and dissemination.

## Results

### Functional heterogeneity defined by Msi2 in hematologic malignancies

To test if Msi2-reporter activity can effectively identify LSCs and therapy resistance in myeloid leukemia, we used a BCR-ABL/NUP98-HOXA9-driven model of bcCML^21^. A majority (77%) of bcCML cells derived from Msi2-reporter KLS cells were GFP-positive (Fig. 1a, b), with reporter activity marking the most immature population within bcCML (Lin^−^) (Fig. 1c, d). GFP^+^ cells were also more leukemogenic, as they formed 14.5-fold more colonies than GFP^−^ cells (Fig. 1e), consistent with prior findings on Lin^−^ bcCML cells^22^. Interestingly, Msi2-reporter expression further fractionated Lin^−^ cells into GFP^+^ and GFP^−^ populations (Fig. 1f) with Lin^−^ GFP^+^ cells exhibiting significantly greater colony-forming ability (Fig. 1g), indicating that Msi2-reporter expression marks the more tumorigenic cells within the immature fraction of bcCML. To define whether GFP^+^ leukemia cells are enriched for stem cell activity in vivo, GFP^+^ and GFP^−^ bcCML cells were transplanted and leukemia development monitored. While none of the mice transplanted with GFP^−^ cells developed leukemia, all of the mice transplanted with GFP^+^ cells succumbed to bcCML (Fig. 1h, i), suggesting that the majority of LSC activity in vivo resides within the Msi2-expressing GFP^+^ fraction of the population. We confirmed that the bcCML LSC population (as characterized by Neering et al.^22^) lies exclusively within the Msi2-GFP^+^ population (Supplementary Fig 1a). While only ~0.1% of Msi2-GFP^+^ cells are LSCs, 100% of LSCs were exclusively Msi2-GFP^+^. To determine if the functional demonstration of LSC activity aligned with a molecular LSC signature, we tested whether genes in the previously reported molecular signature of AML LSCs^23^ were also preferentially enriched in Msi2-reporter^+^ bcCML cells. 

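RNA-seq of Lin- bcCML cells gave values for 3 libraries labelled WT. The authors computed them with kallisto and deposited them per gene, as TPM, which scales the transcripts of a library to a fixed total, rescaled between libraries. Of the 32 mouse genes of a leukemic stem cell signature drawn in Supplementary Fig. 1b, 26 had a WT mean of at least 1 and 15 a WT mean of at least 10. The highest value was that of Eif2s3x, 176 ± 4.24 (SD, n = 3 libraries). Ppig had a value of 62.4 ± 4.30 (SD, n = 3) and Rbpms 36.7 ± 2.26 (SD, n = 3). Map3k7 stood at 27.4 ± 2.17 (SD, n = 3), Vgll4 at 7.66 ± 0.52 (SD, n = 3) and Tgif2 at 5.63 ± 0.68 (SD, n = 3). Slc9a7, Plch1, Zfp30 and Paqr6 had WT means below 1, and Zfy1 and Zfy2 were listed at 0 in every WT library. Relative to the 36083 genes in the table, the median percentile of the 32 genes was 79.2. The legend of Supplementary Fig. 1b describes the 3 libraries as technical replicates, so these SDs need not include the difference between mice.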

Using RNA Seq analysis of bcCML Lin^−^ cells we assessed expression levels of the mouse homologues of the genes comprising the human leukemic stem cell gene signature (Supplementary Fig 1b). Of these, we selected a subset and directly compared expression in Msi2-reporter^+^ bcCML and Msi2-reporter^−^ bcCML cells by PCR, and found that these genes (*Map3k7, Ppig, Rbpms, Tgif2*, and *Vgll4*) were preferentially higher in Msi2-reporter^+^ bcCML cells relative to the Msi2-reporter^−^ cells (Supplementary Fig. 1c). These data provide a molecular correlate for our finding that Msi2-reporter^+^ cells are functionally enriched in LSC activity.

**Fig. 1:**
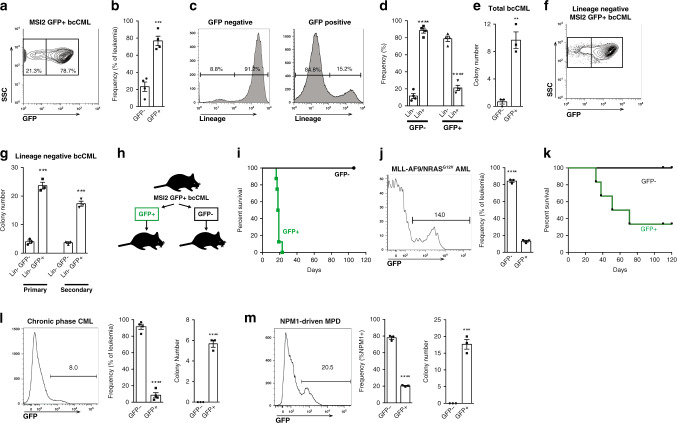
Msi2 marks leukemia stem cells in a mouse model of bcCML. **a** Representative FACS plot shows GFP expression in Msi2-reporter bcCML. **b** Average frequency of GFP^−^negative (GFP^−^) and GFP-positive (GFP^+^) leukemic spleen cells ***P = 0.0005 (*n* = 4 mice). **c** Representative histograms show lineage expression in GFP^−^ and GFP^+^ leukemic spleen cells. **d** The average frequency of lineage-negative (Lin^−^) and lineage-positive (Lin^+^) cells within either the GFP^−^ or GFP^+^ fraction ****P < 0.0001 (*n* = 4 mice per group). **e** Number of colonies generated from GFP^−^ and GFP^+^ bcCML cells. **P = 0.002 (*n* = 3 technical replicates). **f** Representative FACS plot shows GFP expression within the lineage-negative (Lin^−^) fraction of the spleen from a leukemic mouse. **g** Number of colonies generated from Lin^−^ GFP^−^ and Lin^−^ GFP^+^ bcCML cells after primary and secondary plating. ***P = 0.0001 (*n* = 3 technical replicates each). **h** Schematic illustrates an experimental approach to test the ability of established GFP^+^ and GFP^−^ bcCML cells to drive disease development in secondary recipient mice. GFP^+^ or GFP^−^ cells from established bcCML were transplanted into recipients and **i** survival was monitored (*n* = 8 for GFP^+^ and *n* = 10 for GFP^−^). **j** The representative histogram shows GFP expression in leukemic spleen cells from a mouse with MLL-AF9/NRAS^G12V^-driven AML (left panel); frequency of GFP^−^ and GFP^+^ leukemic spleen cells from mice with MLL-AF9/NRAS^G12V^-driven AML ****P < 0.0001 (right panel; *n* = 3 mice per group). **k** Survival of mice transplanted with GFP^−^ and GFP^+^ MLL-AF9/NRAS^G12V^-driven AML (*n* = 6 mice per cohort). **l** The representative histogram shows GFP expression in leukemic spleen cells from a mouse with BCR-ABL-driven CML (left panel); frequency of GFP^−^ and GFP^+^ leukemic spleen cells from mice with BCR-ABL-driven CML ****P < 0.0001 (middle panel, *n* = 4 mice per group); colony formation of Msi2-reporter^+^ and Msi2-reporter^−^ CML ****P < 0.0001 (right panel; *n* = 3 mice). **m** The representative histogram shows GFP expression in leukemic spleen cells from a mouse with NPM1-driven MPD (left panel); frequency of GFP^−^ and GFP^+^ leukemic spleen cells from mice with NPM1-driven MPD ****P < 0.0001 (middle panel, *n* = 3 mice per group); colony formation of Msi2-reporter^+^ and Msi2-reporter^−^ MPD ***P = 0.0003 (right panel; *n* = 3 mice per group). Two-tailed unpaired Student’s *t-*tests were used to determine statistical significance. Source data are provided as a Source Data File.

Interestingly Msi2-reporter activity may mark stem cells in some other hematologic malignancies as well: in an MLL-AF9*/*NRAS^*G12V*^-driven model of AML, all of the lethality associated with the disease was harbored within the GFP^+^ leukemia cells (Fig. 1j, k)^24^. The Msi2 reporter also marked LSCs in chronic myeloid leukemia (Fig. 1l) and in an NPM1-driven model of myeloproliferative disease (Fig. 1m). These data collectively suggest that the Msi2 reporter could serve as a more general strategy to identify stem cells in myeloid malignancies.

### Therapy-resistant population defined by Msi2-GFP reporter activity

Because imatinib is significantly less effective as CML progresses to bcCML^25,26^, we tested if Msi2-reporter activity also identifies the therapy-resistant cells within bcCML. We specifically analyzed cell survival of GFP^+^ and GFP^−^ cells within Lin^−^ cells to account for any differences that may be solely due to differentiation status. While only 14% of Lin^−^ GFP^−^ cells were viable after imatinib treatment (Fig. 2a, b), GFP^+^ cells were strikingly more resistant with 86% of Lin^−^ GFP^+^ cells remaining viable (Fig. 2a, b). We analyzed this therapy response heterogeneity within the Msi2-reporter^+^ population by analyzing the LSC compartment after exposure to imatinib. We sorted Msi2-GFP^+^ and Msi2-GFP^−^ bcCML cells, incubated with imatinib overnight, and analyzed the bcCML LSC population (Lin^−^CD150^−^Flt3+ Sca1^−^^22^) by flow cytometry. In support of our finding that the LSC population is exclusive to the Msi2-GFP+ fraction, we found that after incubation with imatinib, the LSC content within the Msi2-GFP^+^ fraction was enriched (Supplementary Fig. 1d). This suggests that the LSCs represent the most therapy-resistant cells within the Msi2-GFP^+^ population and endows this population with its chemotherapy resistance and disease propagation capacity. Msi2-reporter activity also marked cells resistant to DNA damaging agents. 96% of the Lin^−^ GFP^+^ cells survived radiation exposure compared to 47% of Lin^−^ GFP^−^ cells (Fig. 2c). Further, while GFP^−^ cells showed increased sensitivity to increasing doses of radiation (0–10 Gy) (Fig. 2d), GFP^+^ cells remained highly resistant, exhibiting 93% viability even at the highest radiation dose used (10 Gy, Fig. 2d). Collectively, these data show that the Msi2-reporter model can be an effective tool to identify therapy-resistant cells in myeloid leukemia.

**Fig. 2:**
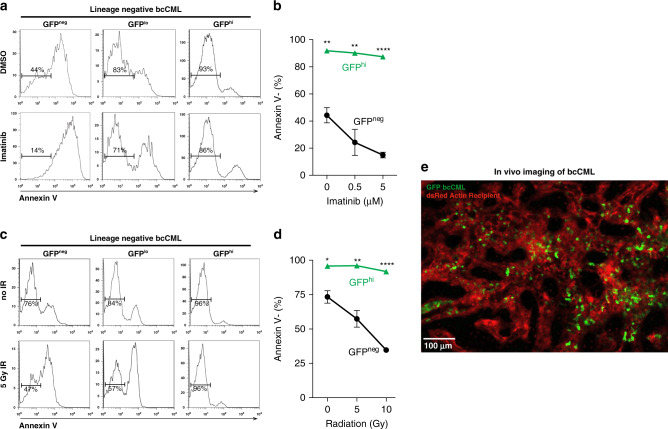
Msi2 marks bcCML cells that are highly therapy resistant. **a**, **b** Msi2-expressing (GFP^hi^) cells are highly resistant to imatinib-induced cell death. **a** Representative histograms show frequency of live (Annexin V-) GFP^neg^, GFP^lo^ and GFP^hi^ established lineage-negative bcCML cells after 7 h of imatinib (5 μM) or DMSO control treatment. **b** The average frequency of live (Annexin V-) GFP^hi^ and GFP^neg^ cells after 7 h of imatinib (500 nM or 5 μM) or DMSO control treatment. **P = 0.001 for 0 μM, **P = 0.002 for 0.5 μM, ****P < 0.0001 for 5 μM (*n* = 4 for each treatment condition and cell type). **c**, **d** Msi2-expressing (GFP^hi^) cells are highly resistant to radiation-induced cell death. **c** Representative histograms show frequency of live (Annexin V-) GFP^neg^, GFP^lo^ and GFP^hi^ established lineage-negative bcCML cells 7 h following radiation (5 Gy). **d** The average frequency of live (Annexin V-) GFP^hi^ and GFP^neg^ cells 7 h following radiation (0, 5, or 10 Gy). *P = 0.01, **P = 0.003, ****P < 0.0001 (*n* = 3 for each treatment condition and cell type). **e** Representative live animal imaging of the calvarium after the establishment of GFP^+^ bcCML; green, donor mouse: actin GFP lin^−^ bcCML, red, recipient mouse: actin dsRed (See also Supplementary Movie 1). Two-tailed unpaired Student’s *t-*tests were used to determine statistical significance. Source data are provided as a Source Data File.

The fact that Msi2^+^ leukemia cells had a greater capacity to propagate disease and were preferentially able to evade therapy suggested that the reporter might serve as a particularly important tool to identify regulators of these cells. Based on this, we undertook an unbiased high throughput screen to define key dependencies of Msi2^+^ bcCML cells. The screen was focused specifically on cell surface proteins as these provide the main mechanism through which leukemia cells would interact with cells of the microenvironment. In part this decision was based on live imaging showing that leukemia cells are in fact highly interactive with local niches, suggesting that these associations could provide critical cues for their survival and continued propagation (Fig. 2e and Supplementary Movie 1).

### High throughput screen to identify dependencies of Msi2^+^ bcCML cells

The high throughput screen employed commercially available antibody plates to test a large set of monoclonal antibodies (mAbs) against 176 surface proteins, including 22 IgG isotype control antibodies (Fig. 3a). bcCML cells were incubated in the presence of the antibodies, and subsequently analyzed by flow cytometry to determine expression on GFP^+^ and GFP^−^ cells. Of the 176 mAbs tested, 53 were found to be absent on bcCML cells (<5% of cells positive), and 62 were expressed highly on both GFP^+^ and GFP^−^ cells (>10% of cells positive). We focused specifically on proteins expressed preferentially on GFP^+^ cells, as they could potentially be important for driving differential programs in Msi2^+^ cells. A total of 41 proteins displayed expression greater than twofold higher on GFP^+^ cells compared to GFP^−^ cells. These included proteins that have previously been implicated in CML and bcCML, such as CD34^22^, CD41^27^, CD119^28^, and CD274^29^, serving as an independent validation of this approach. Most importantly, this approach identified multiple surface molecules whose role in myeloid leukemia remains unknown; these included integrin *β*_7_, siglec-F (CD170), CD72, LPAM-1 (integrin *α*_4_*β*_7_) and syndecan-1 (Sdc1, CD138) (Fig. 3a–c).

**Fig. 3:**
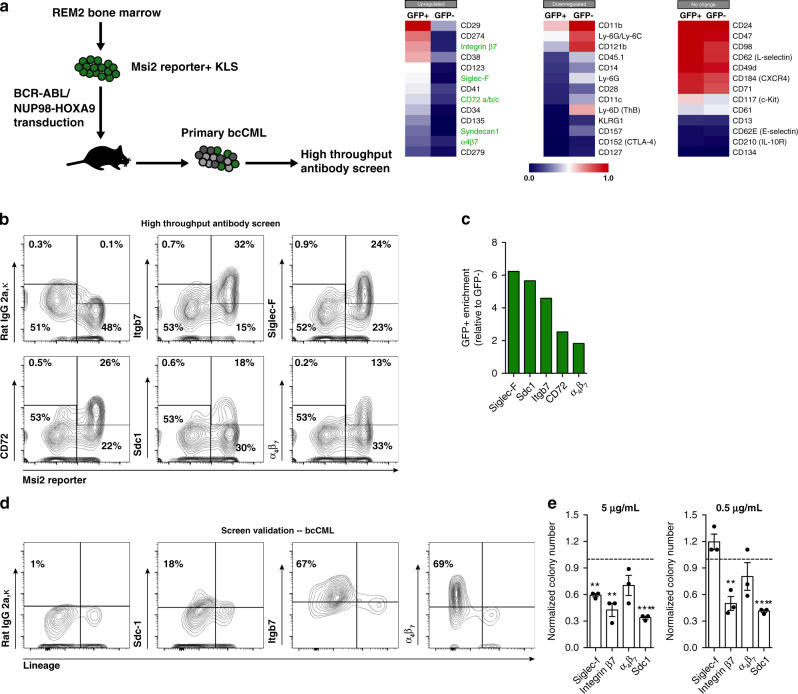
High throughput screen identifies cell surface proteins with functions in Msi2-reporter bcCML cells. **a** Schematic illustrates the experimental approach used for FACS-based high throughput antibody screen to identify surface proteins that are differentially expressed in Msi2^+^ and Msi2^−^ bcCML cells. bcCML was generated from KLS cells derived from Msi2 reporter (REM2) mice. Heat maps display selected genes that are more highly expressed in GFP^+^ bcCML cells (left panel) or GFP^−^ bcCML cells (center panel), or that are unchanged between GFP^+^ and GFP^−^ bcCML cells (right panel) (*n* = 1 technical replicates, representative of two biological replicates for each group). **b** FACS plots generated from high throughput antibody screen show increased expression of the indicated proteins on GFP^+^ bcCML relative to GFP^−^ bcCML. **c** Enrichment of protein expression on GFP^+^ bcCML relative to GFP^−^ bcCML based on high throughput screen (*n* = 1 technical replicates, representative of two biological replicates for each group). **d** Representative FACS plots validating expression of the indicated proteins using individual fluorescently conjugated antibodies in freshly isolated bcCML cells. **e** The relative number of colonies (normalized to IgG control) generated from bcCML cells in the presence of blocking antibodies against the indicated proteins at either 5 μg/mL (left) or 0.5 μg/mL (right). Significance from IgG control: 5 μg/mL, Siglec-f **P = 0.003, Integrin *β*7 **P = 0.004, Sdc1 ****P < 0.0001; 0.5 μg/mL, Integrin β7 **P = 0.004, Sdc1 ****P < 0.0001 (*n* = 3 technical replicates, representative of three biological replicates). Two-tailed unpaired Student’s *t-*tests were used to determine statistical significance. Source data are provided as a Source Data File.

Given the potential for discovering new programs important for myeloid leukemia, we selected the subset for which blocking antibodies were available and could thus be considered for targeting. Thus we focused on Sdc1, Itgβ7, and *α*_4_*β*_7_, whose expression on bcCML cells was confirmed by subsequent flow cytometry analysis and found to be present at the ratios detected in the screen (Fig. 3d). We also validated the results of our screen using antibodies against a number of proteins that were downregulated (Supplementary Fig. 1e) or unchanged (Supplementary Fig. 1f). To assess their relative function in bcCML, we tracked in vitro colony-forming ability in the presence of blocking antibodies. While inhibition of each had a significant effect on bcCML colony formation, the greatest impact was observed by blocking Sdc1 (clone 281.2, BD Pharmingen), which resulted in a four-fold loss at 0.5 μg/mL and eradication of nearly all colony formation at 5 *μ*g/mL (Fig. 3e). Although based on this we initially prioritized functional analysis of Sdc1, interestingly we later discovered that syndecan and integrin *β*_7_ signaling dependencies were linked.

### Syndecan-1 is necessary for bcCML growth and propagation

Sdc1 is a key mediator of cellular interactions with the microenvironment, can bind and signal in response to a variety of growth factors, and is involved in multiple adhesive processes^30,31^. While syndecan expression has been recently reported on AML patient biopsies^32^, whether it plays a role in regulating myeloid leukemia is not known. To assess the functional role of Sdc1 in leukemia initiation through a definitive genetic model, we used Sdc1 knockout mice developed by disrupting the signaling peptide sequence within the ectodomain, thus preventing mature Sdc1 protein from localizing at the cell surface^33^ (Sdc1^−/−^, Fig. 4a). *Sdc1* deletion was confirmed by PCR (Supplementary Fig. 2a) and immunofluorescence staining (Fig. 4b), and its impact on normal hematopoiesis appeared to be negligible except for a minor increase in Lin^−^ cells (Supplementary Fig. 2b–h). Sdc1^−/−^ KLS cells were infected with BCR-ABL and NUP98-HOXA9, and colony-forming capacity tracked. Compared to control cultures, loss of Sdc1 led to a nearly threefold reduction of bcCML colony formation (Fig. 4c). To assess the impact on LSC function we conducted a limiting dilution series in colony assays (Fig. 4d, Supplementary Fig. 3a). These data show that, at each cell number plated, bcCML colony-forming ability was reduced with Sdc1 loss. Further, with extreme limiting dilution analysis (ELDA) we found that while the stem cell frequency was 1/1 for WT bcCML it was 1/94 for Sdc1^−/−^ bcCML, indicating the Sdc loss triggers a 94 fold drop in stem cell capacity.

**Fig. 4:**
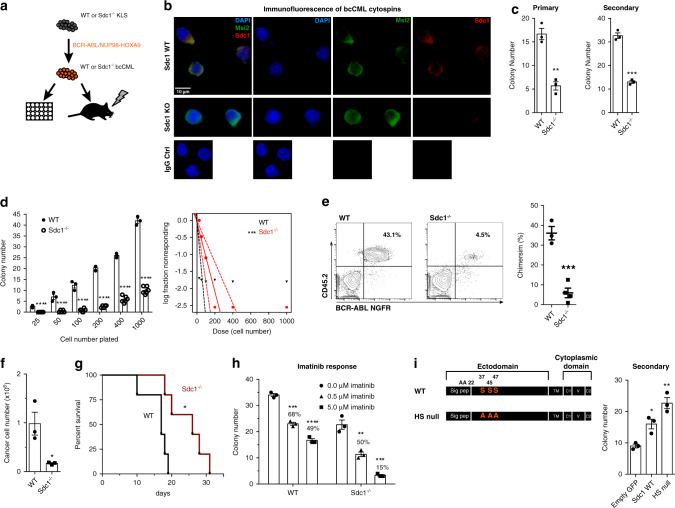
Myeloid leukemia growth and propagation depend on Syndecan-1. **a** Approach to assess the impact of Sdc1 deletion on bcCML. **b** Sdc1 in WT and Sdc1^−/−^ bcCML (blue/DAPI, green/Msi2, red/Sdc1; 63x). **c** Colony formation of WT and Sdc1^−/−^ bcCML. **P = 0.002 primary and ***P = 0.0001 secondary (*n* = 3 technical replicates from four biological replicates). **d** Limiting dilution assay of WT and Sdc1^−/−^ bcCML (LEFT). ****P < 0.0001 (*n* = 3 technical replicates from one biological replicate for WT, *n* = 6 technical replicates from two biological replicates for Sdc1^−/−^). Extreme limiting dilution analysis (RIGHT). Stem cell frequency: WT 1/1, Sdc1^−/−^ 1/94, ***P = 0.0002. **e** Representative chimerism in mice transplanted with WT or Sdc1^−/−^ bcCML. ***P = 0.0007 (*n* = 3 for WT and *n* = 4 for Sdc1^−/−^). **f** Intrafemoral transplant of WT or Sdc1^−/−^ bcCML. *P < 0.03 (*n* = 3 mice for each cohort). **g** Survival curves for WT or Sdc1^−/−^ bcCML. *P = 0.01 (*n* = 5 each cohort). **h** Imatinib response in WT and Sdc1^−/−^ bcCML. Significance from 0 μM: WT ***P = 0.0001, ****P < 0.0001; Sdc1^−/−^ **P = 0.004, ***P = 0.0004 (% is relative to 0 μM for each group, *n* = 3 technical replicates). **i** Ectopic expression of Sdc1/HS-null Sdc1 in Sdc1^−/−^ bcCML. *P = 0.01, **P = 0.002 (*n* = 3 technical replicates from three biological replicates). Two-tailed unpaired Student’s *t-*tests were used to determine statistical significance. Source data are provided as a Source Data File.

Further, transplantation of BCR-ABL/NUP98-HOXA9-infected Sdc1^−/−^ KLS cells resulted in a markedly lower (sevenfold) leukemia burden in vivo 14 days post-transplant (Fig. 4e). This impaired chimerism was not observed at an earlier time point (5 days), suggesting that reduced chimerism is not the result of impaired homing to the bone marrow (Supplementary Fig. 3b). We also observed reduced burden in the femur of recipient mice following intrafemoral transplantation, providing further evidence that Sdc1 loss results in an innate growth defect and not just an inability to home to the bone marrow (Fig. 4f). Most importantly, deletion of Sdc1 led to a 53% gain in survival as measured by median survival (17 days for WT vs. 26 days for Sdc1^−/−^) (Fig. 4g). Since we observed a survival advantage in mice transplanted with Sdc1^−/−^ bcCML, we tested whether Sdc1 loss can sensitize these cells to chemotherapy. Lin^−^ bcCML cells were isolated from mice transplanted with WT or Sdc1^−/−^ bcCML and plated in colony-forming assays in the presence of imatinib. While WT bcCML colony numbers decreased by 50% in the presence of imatinib, Sdc1^−/−^ bcCML colony numbers were reduced by 85% (Fig. 4h). These data suggest that Sdc1 can mediate drug resistance in bcCML LSCs, and that Sdc1 loss can sensitize bcCML cells to imatinib.

To understand the elements of Sdc1 signaling that may be important for its role in bcCML propagation, we tested the ability of wild type or a mutant Sdc1 lacking the heparan sulfate chain attachment sites to rescue the growth of Sdc1^−/−^ bcCML (Fig. 4i). The heparan sulfate chaifns mediate the majority of extracellular interactions of Sdc1, including matrix attachment and signaling of growth factors, whereas the Sdc1 core protein is thought to potentiate inside-out integrin activation^34,35^. Both wild-type Sdc1 and heparan sulfate chain-null Sdc1 were able to rescue colony-forming ability in Sdc1^−/−^ bcCML (Fig. 4i, Supplementary Fig. 3c), suggesting a dependency on the core protein and potentially Sdc1-intergin signaling.

To test whether Sdc1 may be important for propagation of established bcCML we assessed the capacity of control and Sdc1-deficient leukemia cells to propagate disease in vitro and in vivo. In vitro, shRNA knockdown of *Sdc1* in established bcCML (Supplementary Fig. 3d) reduced primary colony formation by ~3-fold and secondary colony formation by ~5-fold (Fig. 5a, b). Given our findings that Sdc1 is upregulated on Msi2-reporter^+^ cells (Fig. 3a), the population mainly responsible for driving bcCML growth, we tested whether ectopic overexpression of Sdc1 on Msi2-reporter^−^ bcCML could enhance the growth capacity of these cells. As shown in Fig. 5c, overexpression of Sdc1 in Lin^+^ (Msi2-reporter^−^) bcCML rescued colony growth to levels similar to those of control infected Lin^−^ (Msi2-reporter^+^) bcCML. These findings suggest that Sdc1 expression can drive the acquisition of stem cell characteristics in bcCML. Control and shSdc1 bcCML cells were also transplanted into recipient mice, and disease progression monitored. shSdc1 inhibition resulted in a striking reduction of leukemia burden (~7 fold fewer transplanted cancer cells in peripheral blood) (Fig. 5d) and was significantly less lethal: mice transplanted with wild-type bcCML had a median survival of 31 days, whereas mice harboring shSdc1 bcCML lived 2.5 fold longer with a median survival of 78.5 days (Fig. 5e). Importantly, Sdc1 loss in the MLL-AF9/NRas model of AML (Supplementary Fig. 3e) drastically reduced colony formation in vitro in primary plating by ~5-fold and in secondary plating by more than 10-fold (Fig. 5f, g). These data indicate that Sdc1 is not only critical for bcCML growth, but also for other myeloid malignancies. Importantly, the dependency on syndecan signaling was conserved: thus SDC1 knockdown led to a 12 fold reduction of colony-forming ability in both a human bcCML line and a human AML line (Fig. 5h–i, Supplementary Fig. 3f); expression of *SDC1* and *ITGB7* in these human cell lines was confirmed by qRT-PCR (Supplementary Fig. 3g). Furthermore, knockdown of *SDC1* in primary patient AML led to reduced colony formation as well (Fig. 5j). We should note that other syndecan family members may also contribute to myeloid leukemia, since knockdown of *SDC2*, *SDC3, SDC4* either individually or in combination led to significant growth inhibition (Supplementary Fig. 3h). These data collectively indicate that syndecan signaling is a key dependency of bcCML propagation and lethality, a function at least in part dependent on the core protein and independent of its heparan sulfate chains.

**Fig. 5:**
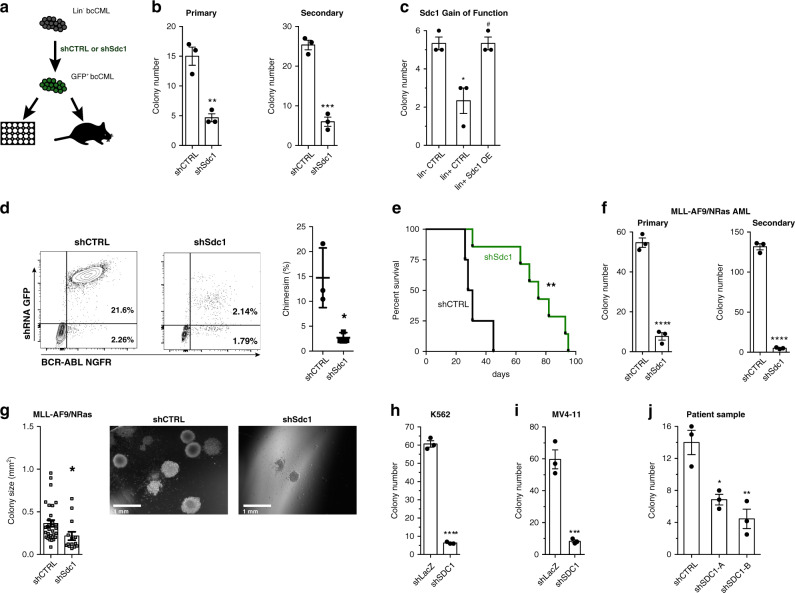
Syndecan-1 loss impairs established bcCML growth in human and mouse models. **a** Approach to assess the impact of Sdc1 loss on established bcCML. **b** Colony formation of shCTRL or shSdc1 bcCML **P = 0.003, ***P = 0.0003 (*n* = 3 technical replicates, representative of three biological replicates). **c** Impact of ectopic Sdc1 expression in Lin^+^ bcCML. *P = 0.02 from Lin^−^CTRL, #*P* = 0.01 from Lin^+^CTRL (*n* = 3 technical replicates). **d** Representative chimerism of shCTRL or shSdc1 bcCML. *n* = 3 mice/group. *P = 0.02. **e** Survival curve of mice transplanted with shCTRL or shSdc1 bcCML. **P = 0.003 (*n* = 4 for shCTRL and *n* = 7 for shSdc1). **f** Colony formation of shCTRL or shSdc1 AML cells. ****P < 0.0001, (*n* = 3 technical replicates). **g** Impact of shSdc1 on AML. *P = 0.03 (*n* = 33 for shCTRL and *n* = 15 for shSdc1). **h** Impact of shSDC1 on K562. ****P < 0.0001 (*n* = 3 technical replicates). **i** Impact of shSDC1on MV4-11. Data normalized to shLacZ control. ***P = 0.001 (*n* = 3 technical replicates from two biological replicates). **j** Impact of shSDC1 on primary patient AML. *P < 0.01, **P = 0.008 (*n* = 3 technical replicates). Two-tailed unpaired Student’s *t-*tests were used to determine statistical significance. Source data are provided as a Source Data File.

### Loss of Sdc1 affects the spatiotemporal dynamics of bcCML cells

Because Sdc1 can influence how cells interact with the microenvironment, we used live animal imaging to visually track its impact on the spatiotemporal dynamics of bcCML. GFP-control or GFP-Sdc1 knockdown bcCML cells were transplanted into dsRed recipient mice and imaged (Fig. 6a). Sdc1 knockdown was confirmed by PCR (Supplementary Fig. 4a), as well as by flow cytometry in leukemia cells to ensure that GFP^+^ cells tracked were deficient for Sdc1 expression (Fig. 6b). Imaging revealed that shSdc1 bcCML recipients had nearly 50% fewer donor cells in the bone marrow relative to those receiving control bcCML (Fig. 6c, quantified in 6d), consistent with flow cytometry analysis described above. Unexpectedly, while wild-type cells were present in both the marrow space and in blood vessels at very high frequencies, the decline in Sdc1 knockdown cells was far more pronounced within the blood vessels than within the bone marrow. Specifically, control bcCML cells were more likely to be located within vessels (Fig. 6c, white arrow heads) or clustered together near vascular branching points (Fig. 6c, yellow arrow heads), while shSdc1 cells could most frequently be found as isolated cells, adjacent to but outside of the vasculature (Fig. 6c, red arrow heads), resulting in a fivefold drop of Sdc1 knockdown leukemia cells in blood vessels (Fig. 6e). Further, time-lapse microscopy of individual leukemia cells in the marrow space showed a marked retardation of cell motility. Control leukemia cells traveled at 1.0 ± 0.2 μm/s on average, whereas Sdc1 knockdown leukemia cells traveled at 0.37 ± 0.05 μm/s (Fig. 6f; Supplementary Movies 2 and 3). Interestingly, there was a striking difference in leukemia distribution in the bone marrow and spleen, with loss of Sdc1 leading to a much steeper decline in the spleen (~5-fold reduction compared to control) compared to the bone marrow (~1.3-fold, femur, 2-fold, calvarium) (Fig. 6d, g, h). These data indicate that beyond regulating leukemia burden, Sdc1 expression may also be critical in mediating leukemia cell migration and its systemic dissemination to distant sites.

**Fig. 6:**
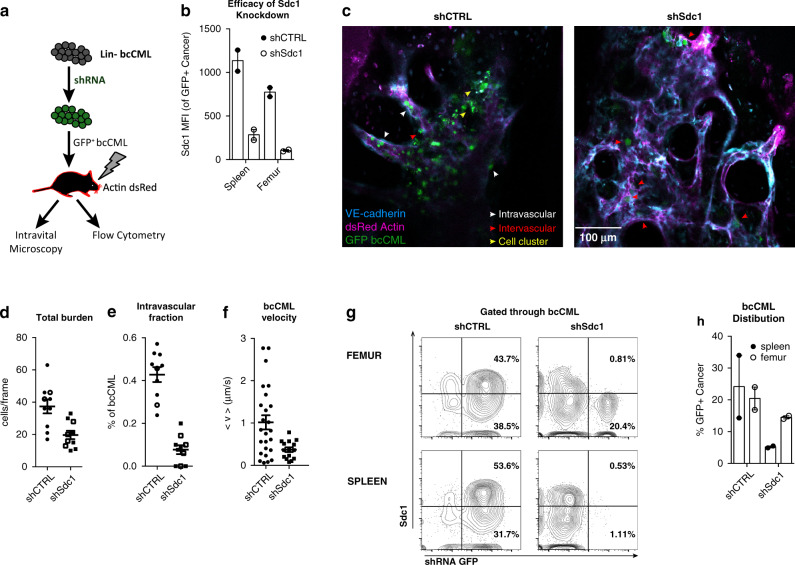
Syndecan-1 controls the spatiotemporal dynamics of bcCML in vivo. **a** Schematic illustrates the experimental approach used to assess the impact of Sdc1 loss on the dynamics of bcCML in vivo. bcCML cells infected with shCTRL or shSdc1were transplanted into irradiated dsRed NOD SCID recipient mice. The calvarium of recipient mice was live imaged 10–15 days post-transplantation, after which the femurs and spleens were analyzed by flow cytometry. **b** Confirmation of Sdc1 knockdown in bcCML cells infected with shSdc1 as quantified as a reduction in Sdc1 MFI by flow cytometry. Significance from shCTRL within a location (*n* = 2 mice per group). **c** Representative live animal imaging of dsRed recipient mice transplanted with shCTRL or shSdc1 bcCML; green = shRNA vector, blue = VE-Cadherin, magenta = Actin dsRed, white arrowhead shows cells within the vasculature, red arrowhead shows cells outside of vasculature within the marrow, yellow arrowhead shows cell clusters (See also Supplementary Movies 2 and 3). **d** Quantification of GFP^+^ bcCML burden from live animal imaging of bone marrow (xyz confocal stacks, *n* = 2 animals per group, open and closed symbols denote separate animals, *n* = 10 fields of view per group). **e** Quantification of GFP^+^ bcCML residing within vasculature determined by live animal imaging (xyz confocal stacks, *n* = 2 animals per group, open and closed symbols denote separate animals, *n* = 10 fields of view per group). **f** The average velocity of GFP^+^ bcCML determined by measuring in vivo cell migration in real time (xyt confocal stacks, *n* = 2 animals per group, ≥3 fields of view per mouse, shCTRL *n* = 25 cells, shSdc1 *n* = 15 cell). **g** Representative flow cytometry plots show the distribution of bcCML in the femur and spleen of mice used in live animal imaging studies in (**b**–**f**). Percentages of shRNA-infected Sdc1+ and Sdc1− bcCML cells are indicated. **h** Quantification of tumor burden in femur and spleen of mice used in the live animal imaging studies (*n* = 2 animals per group). Two-tailed unpaired Student’s *t-*tests were used to determine statistical significance. Source data are provided as a Source Data File.

### Loss of Sdc1 impairs integrin-mediated growth and migration of bcCML cells

To understand why Sdc1 depletion influenced the spatiotemporal dynamics of bcCML cells, we tested if Sdc1 knockdown bcCML cells attach and migrate correctly in response to extracellular matrix cues in transwell assays and in context of endothelial cells (Fig. 7a). Sdc1 knockdown in bcCML (Supplementary Fig. 4b) showed a significant reduction in cell migration on extracellular matrix and endothelial monolayers in transwell assays compared to control bcCML (Fig. 7b, c). Cxcr4 levels on Sdc1^−/−^ bcCML cells were not impacted by Sdc1 loss, indicating that the observed migration defect is unlikely to be a result of an inherent reduced capacity to signal through Sdf-1/Cxcr4 (Supplementary Fig. 4c). Imaging of the transwells revealed that a vast majority of control bcCML cells have a polarized morphology; in contrast, shSdc1 cells displayed a significant shift towards a non-polarized morphology (Fig. 7d). The loss in polarization may, at least in part, explain the inability of bcCML lacking Sdc1 to migrate effectively, as directional polarization allows differential attachment to extracellular matrix at the leading edge, an adhesion gradient critical to permitting movement^36^.

**Fig. 7:**
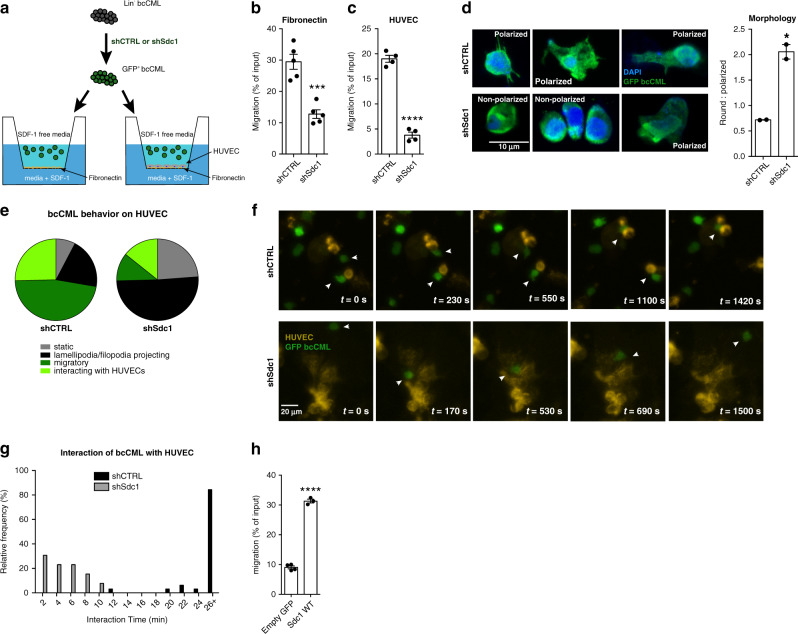
Syndecan-1 mediates cell migration. **a** Schematic of transwell migration assay across either FN or FN+ HUVEC monolayer. **b** SDF-1 induced migration of shCTRL or shSdc1 bcCML cells across fibronectin-coated transwell filters. ***P = 0.0003 (*n* = 3 technical replicates, representative of four biological replicates). **c** SDF-1 induced migration of shCTRL or shSdc1 bcCML cells across HUVEC monolayers seeded on fibronectin-coated transwell filters. ****P < 0.0001 (*n* = 4 technical replicates, representative of two biological replicates). **d** Representative immunofluorescence of shCTRL or shSdc1 bcCML after 4 h incubation on fibronectin-coated transwell filters; green = shRNA vector, blue = DAPI. Quantification of polarized and non-polarized shCTRL or shSdc1 cells. *P = 0.01 (*n* = 3 biological replicates, >30 cells per condition). **e**–**g** Characterization of bcCML behavior when interacting with HUVECs on fibronectin-coated polyacrylamide gels (8 kPa). **e** Cell behaviors are stratified as: completely immobile (gray = static); immobile, but sensing its surroundings by extending lamellipodia and or filopodia (black = lamellipodia/filiopodia projecting); migratory, but not interacting with HUVECs (dark green = migratory); migratory and sustaining prolonged interactions with HUVECs (light green = interacting with HUVECs) (*n* > 10 cells per field of view for four fields across two independent experiments). **f** Representative time-lapse images demonstrating bcCML cell behavior in proximity to HUVECs on fibronectin-coated polyacrylamide gels (See also Supplementary Movies 4 and 5). **g** Duration of interactions between bcCML and HUVECs. (*n* = 33 events for shCTRL and *n* = 13 events for shSdc1). **h** SDF-1 induced migration of Sdc1^−/−^ bcCML cells with empty control or wild-type Sdc1 ectopically expressed across HUVEC monolayers seeded on fibronectin-coated transwell filters. ****P < 0.0001 (*n* = 4 technical replicates). Two-tailed unpaired Student’s *t-*tests were used to determine statistical significance. Source data are provided as a Source Data File.

Since the live animal imaging studies showed that Sdc1 loss led to fewer bcCML cells in blood vessels, we also modeled transendothelial migration in vitro. Control and Sdc1 knockdown bcCML cells were plated on human endothelial cells (HUVECs) that had been grown on fibronectin-coated polyacrylamide gels with a stiffness comparable to bone marrow (8 kPa). Real-time imaging revealed that bcCML cells lacking Sdc1 were far less motile than control cells (Fig. 7e, f; Supplementary Movie 4). While control cells showed a directed movement towards the endothelial cells and displayed long temporal associations (Fig. 7g), leukemic cells lacking Sdc1 were less motile and non directed in their motion, and remained largely non-interactive with the endothelial cells (Fig. 7e–g; Supplementary Movie 4). Further, ectopic expression of wild-type Sdc1 in Sdc1^−/−^ bcCML (Supplementary Fig. 4d, e) rescued cancer cell migration to near-normal levels (Fig. 7h), indicating a direct role for syndecan in bcCML movement. Collectively, these data highlight a fundamental functional relationship between Sdc1 expression and bcCML migration and localization, and raise the exciting possibility that disabling Sdc1 function could be implemented as a strategy to reduce tumor burden, as well as systemic dissemination.

In an attempt to further understand the impact that Sdc1 loss has on bcCML growth and migration we conducted an RNAseq analysis of WT bcCML versus Sdc1^−/−^ bcCML cells (Fig. 8a). 

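RNA-seq libraries were made from lineage-negative bcCML cells, the leukemic cells sorted from mice transplanted with progenitors that carry the BCR-ABL and NUP98-HOXA9 fusion genes. The donor cells came from WT or Sdc1-/- mice, and each group has 3 libraries. Each library was made from 150 ng of RNA and sequenced as single reads of 75 bases. The authors assigned the reads to transcripts with kallisto, summed them per gene and tested the groups with sleuth's Wald test. Deposited were one value per gene and library for 36083 genes, and a table of 8520 genes below a false discovery rate of 0.05. The per-library values are named as TPM, but their sums run from 944973 to 1058263 per library, so they had been rescaled between libraries. The number of reads per library is unknown, and no interval from counting error can be given. Within a group the correlations of log2 values across genes were 0.997 to 0.998, and between groups 0.989 to 0.990, where genes are not independent replicates. Genes with a mean of at least 1 over the 6 libraries, 12155 in all, were tested with limma on log2(value + 1), with Benjamini-Hochberg adjustment. Fold changes are on that scale, which understates the change of low genes. The pseudocount of 1, the minimum mean and the authors' scaling are the choices that could change the numbers. The paper's text names no transcriptome or genome build for these libraries.
Sdc1, the targeted gene, was measured in every library. Its values were 1.75, 1.21 and 1.51 in the libraries labelled WT and 3.85, 3.80 and 4.12 in the libraries labelled Sdc1-/-. The log2 fold change was 0.99 (standard error 0.093, adjusted p = 1.2e-04 from limma with Benjamini-Hochberg adjustment), higher in the libraries labelled Sdc1-/-. All 3 libraries labelled Sdc1-/- lay above all 3 labelled WT (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). Across the 16 fits that gave Sdc1 a value, the log2 fold change ran from 0.90 to 1.35. The authors' deposited table gives Sdc1 an effect size of 0.89 on the natural log scale in the same direction, with a q-value of 2.3e-14. The values count reads assigned to the gene and do not show whether the transcript is intact. The paper describes the allele as a disruption of the signal peptide sequence that keeps mature Sdc1 protein from the surface (Fig. 4a). Because Sdc1 mRNA was higher in the libraries labelled Sdc1-/-, the groups are named by their labels.

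**Figure D1:**
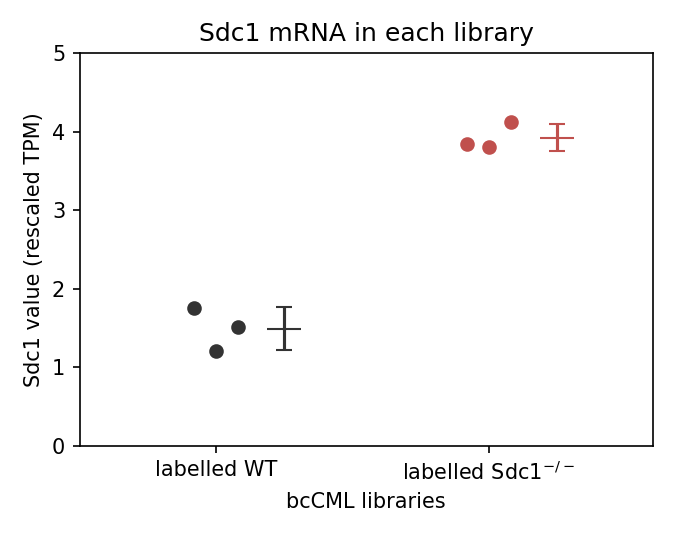
Sdc1 values in the 3 libraries labelled WT and the 3 labelled Sdc1-/- bcCML, in TPM rescaled between libraries. Each point is a library and the bars give the mean and SD. The libraries labelled Sdc1-/- sit between 3.80 and 4.12, all above the libraries labelled WT.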

The principal component analysis showed that Sdc1^−/−^ bcCML cells were distinct from WT bcCML cells at a global transcriptional level (Supplementary Fig. 5a) and were defined by the differential expression of hundreds of genes (Supplementary Fig. 5b). 

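On the first principal component of log2(value + 1), which held 77.9% of the variance, the libraries labelled WT stood at 26.9, 27.4 and 25.5. The libraries labelled Sdc1-/- stood at -26.7, -26.5 and -26.7 on the same component. The gap between the groups exceeded the spread within them, and the exact permutation test gave p = 0.1 (two-sided), the smallest that 3 against 3 libraries allow. The second component held 7.95%. Of the 12155 genes tested, 7374 differed at an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), 3564 of them higher and 3810 lower in the libraries labelled Sdc1-/-, a group in which Sdc1 itself was higher. At least 2-fold higher were 232 genes and at least 2-fold lower 355. The legend of Supplementary Fig. 1b calls the WT libraries technical replicates. If the libraries of a group are not separate mice, these adjusted p-values and counts cover technical variation only. In 66.7% of the tested genes the 2 groups did not overlap, where chance gives 10%. The counts at 2-fold depended most on the pseudocount, and a pseudocount of 0.1 gave 397 higher and 535 lower genes. With every library set to a sum of 1000000, an alternative chosen after seeing the data, the median log2 fold change of all genes moved from -0.0097 to 0.12 and the lower genes were 31.0% of the calls instead of 51.7%. With each library left out in turn, between 6475 and 6962 genes differed. By the rule set for naming genes, the 5 largest rises were those of Eif2s3y, Gm7993, BC002163, Ddx3y and mt-Nd6, and the 5 largest falls those of Pgam1-ps2, Gm9800, Gm2223, Gm49450 and Gm2274. Of these 10 genes, Gm7993, BC002163, Pgam1-ps2, Gm9800, Gm2223 and Gm2274 are pseudogenes that can share reads with near-identical copies, so their values are uncertain. Several of the 10 were listed at 0 in a group. Eif2s3y and Ddx3y are Y-linked, with means of 47.3 and 13.0 in the libraries labelled Sdc1-/- and near 0 in those labelled WT. The groups thus appear to differ in sex as well as in label, and the calls cannot separate these. From the separation of the groups in its principal component analysis (Supplementary Fig. 5a), the paper states that the Sdc1-/- cells are distinct from WT cells at a global transcriptional level.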

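Reactome pathways were tested, a collection other than the gene sets drawn in Fig. 8b, Fig. 8c and Fig. 8e, which were not used here. Camera, a competitive gene set test with a preset correlation of 0.01 between genes, was run on the 772 mouse pathways with 10 to 500 tested genes. At a Benjamini-Hochberg adjusted p under 0.05, 86 pathways were higher and 65 lower in the libraries labelled Sdc1-/-, the group with more Sdc1 mRNA. The smallest p-values belonged to translation. Peptide chain elongation, with 86 tested genes, had a median log2 fold change of -0.24 (adjusted p = 9.1e-09 from camera). Cell Cycle, Mitotic, with 384 tested genes, was higher with a median log2 fold change of 0.15 (adjusted p = 3.1e-04 from camera). Integrin cell surface interactions, with 32 tested genes, had a median log2 fold change of -0.12 and an adjusted p of 0.15 from camera, not past the threshold. Under fry, which tests each pathway by itself, 618 pathways passed. With the correlation between genes estimated from the data, 0 pathways passed after adjustment and 117 had an unadjusted p under 0.05.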

Gene set enrichment analysis of the resultant data identified a strong impact on pathways falling within the categories of oncogenic (Fig. 8b) and resistance/relapse (Fig. 8c) that could explain the observed growth defect. Included within these pathways are oncogenic signals such as *Flt3*, *Klf2*, and *Notch4* (Fig. 8d). 

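Flt3 (ENSMUSG00000042817) had a value of 13.2 ± 0.51 (SD, n = 3 libraries) in the libraries labelled WT and 7.71 ± 0.31 (SD, n = 3) in the libraries labelled Sdc1-/-, in which Sdc1 mRNA was higher. Its log2 fold change was -0.70 (standard error 0.050, adjusted p = 3.2e-05 from limma with Benjamini-Hochberg adjustment). Klf2 (ENSMUSG00000055148) went from 9.25 ± 0.51 to 3.12 ± 0.26 (SD, n = 3 in each group), a log2 fold change of -1.32 (standard error 0.068, adjusted p = 8.2e-06 from limma). Notch4 (ENSMUSG00000015468) was near the floor, at 0.46 ± 0.12 and 0.19 ± 0.15 (SD, n = 3 in each group). It was below the minimum mean, its libraries overlapped between the groups, and without the minimum its adjusted p from limma was 0.087. The authors' deposited table gives Notch4 a q-value of 0.021. Of the 19 genes drawn in Fig. 8d, 11 passed the minimum mean and all 11 were lower, both over all genes tested and adjusted over the list alone. The study chose this list on these libraries, so the second count is not independent evidence. The median log2 fold change of the 11 genes was -1.32. Without a minimum mean, 18 of the 19 genes were lower, and with a minimum mean of 5, 7 of 7. S100a8 had the highest values, 5279 ± 394 and 1859 ± 85.4 (SD, n = 3 in each group).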

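Of the 11 integrin genes drawn in Fig. 8f, 6 had a mean of at least 1, and all 6 were lower in the libraries labelled Sdc1-/-, the libraries with more Sdc1 mRNA. Itgb2 (ENSMUSG00000000290) had a value of 91.1 ± 2.50 in the libraries labelled WT and 56.9 ± 2.76 in those labelled Sdc1-/- (SD, n = 3 in each group), a log2 fold change of -0.67 (standard error 0.044, adjusted p = 2.1e-05 from limma with Benjamini-Hochberg adjustment). Itgb3 (ENSMUSG00000020689) went from 67.8 ± 0.27 to 42.2 ± 0.15 (SD, n = 3 in each group), with the same log2 fold change to 2 decimals and an adjusted p of 3.4e-06 from limma. Itga9 (ENSMUSG00000039115) was low, at 2.15 ± 0.40 and 0.69 ± 0.13 (SD, n = 3 in each group), with a log2 fold change of -0.89 and an adjusted p of 5.1e-04 from limma. Itgax (ENSMUSG00000030789) lay below the minimum mean, at 0.63 ± 0.23 and 0.25 ± 0.18 (SD, n = 3 in each group). Its libraries did not overlap, and without the minimum its adjusted p from limma was 0.096. The authors' deposited table gives Itgax a q-value of 0.021. The largest fall among the 6 was that of Itgam, with a log2 fold change of -1.56. Itgam encodes CD11b, one of the markers by which the paper defines lineage-positive cells. More mature cells in the libraries labelled WT stay open as a reason for this fall. The study picked the genes of Fig. 8f from these libraries, and the 6 calls also held when adjusted over the list alone.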

The migration defect accompanying Sdc1 loss could be explained by the impact on adhesion/migration pathways (Fig. 8e) particularly integrins such as such as *Itgb2, Itgb3, Itga9*, and *Itgax* (Fig. 8f). 

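Over the whole integrin family, fixed as a list before the data were examined, 14 of 27 subunit genes passed the minimum mean. At an adjusted p under 0.05 from limma, 9 were lower and 2, Itga5 and Itga6 (named after their values were seen), were higher in the libraries labelled Sdc1-/-. With every library set to a sum of 1000000, chosen after seeing the data, 6 were lower and 4 higher and Itgb1 changed its sign. These 6 were the genes of Fig. 8f, which also made up 6 of the 9. The study picked them from these libraries, so they are not independent evidence. The other lower genes fell less, by log2 fold changes of -0.26 (Itga2b), -0.30 (Itgav) and -0.11 (Itgb1). Quantile normalization gave 8 lower and 2 higher genes, and the removal of a trend with GC content and length, also chosen after seeing the data, 9 and 2. Sdc1 mRNA was higher in the libraries labelled Sdc1-/-, and adjusted over the list alone the counts were 9 and 2 as well. As a set, the 14 genes, the 6 of Fig. 8f among them, had a median log2 fold change of -0.28. The adjusted p from camera was 0.068, and 0.033 with every library set to a sum of 1000000. Itgb5 (ENSMUSG00000022817) was low, at 1.12 ± 0.33 and 1.36 ± 0.60 (SD, n = 3 in each group), and its log2 fold change of 0.14 had an adjusted p of 0.55 from limma. Without replicate 1 of the libraries labelled Sdc1-/- its log2 fold change was -0.059, so its direction rests on that library. Itga2 (ENSMUSG00000015533) was near the floor, at 0.30 ± 0.031 and 0.18 ± 0.076 (SD, n = 3 in each group), and without a minimum mean its adjusted p from limma was 0.094. The authors' deposited table gives Itga2 a q-value of 0.032.

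**Figure D2:**
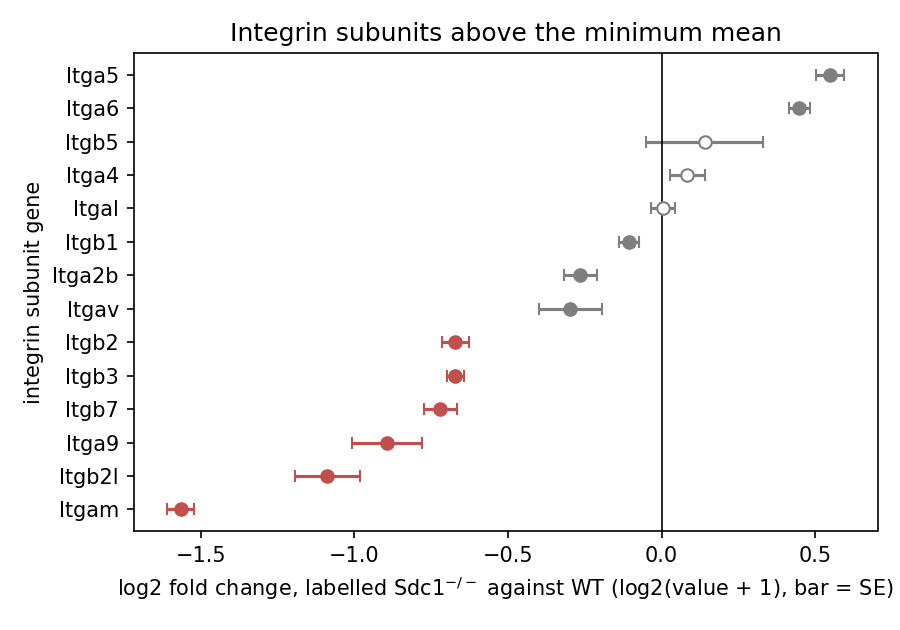
Log2 fold change between the libraries labelled Sdc1-/- and WT, on the log2(value + 1) scale, for the 14 integrin subunit genes above the minimum mean. Points are fold changes with their standard errors, red marks the 6 genes also drawn in Fig. 8f, and filled points have an adjusted p under 0.05 from limma. Itgam lies lowest at -1.56 and Itga5 highest at 0.55. With every library set to a sum of 1000000 the lower genes were 6 and the higher 4.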

Interestingly, Itgα2, Itgα9, Itgβ5, and Itgβ7 have been shown to control both growth and migration and may link the observed migration and growth defects. We then crossed the Sdc1^−/−^ bcCML downregulated genes with a recent bcCML CRISPR screen performed in our laboratory^37^. 

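The authors' deposited table of differential genes holds 8520 genes, 5572 with an effect size below 0 and 2948 above 0. Of the 7374 genes that limma called, 6224 are in that table, and 100% of these have the same direction. Another 1150 genes called by limma are absent from the table, and 1198 genes of the table that were tested with limma were not called. Sdc1 is in the table with a positive effect size, so the genes called downregulated are among those lower in the libraries labelled Sdc1-/-. For the downregulated genes of its network, the paper's methods also set a limit on the effect, which the counts above do not apply. The list of genes from the CRISPR screen was not used here.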

The resulting 111 common genes were then used for Cytoscape enrichment analysis and visualization. This mapping demonstrates the interconnectedness of integrin signaling and oncogenic/survival pathways (Fig. 8g) and the dependence these programs have on Sdc1 in bcCML.

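Apart from integrin β7, 5 genes read from the network of Fig. 8g were measured, and each was lower in the libraries labelled Sdc1-/-, in which Sdc1 mRNA was higher. Sgk1 had a value of 56.3 ± 1.57 in the libraries labelled WT and 19.5 ± 1.08 in those labelled Sdc1-/- (SD, n = 3 in each group), a log2 fold change of -1.48 (adjusted p = 1.6e-06 from limma with Benjamini-Hochberg adjustment). S100a4 went from 127 ± 12.5 to 69.6 ± 1.53 (SD, n = 3 in each group). The log2 fold change was -0.98 for Klf6 and -0.71 for Nt5e. The smallest fall was that of Tiparp, with a log2 fold change of -0.56 (adjusted p = 0.0038 from limma). With Itgb7, the 6 genes were also all lower adjusted over the list alone, which is not independent evidence since the study chose them on these libraries. They stayed lower under every alternative that gave them a value. With a minimum mean of 5, which some of them did not reach, 4 of 4 remained lower.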

**Fig. 8:**
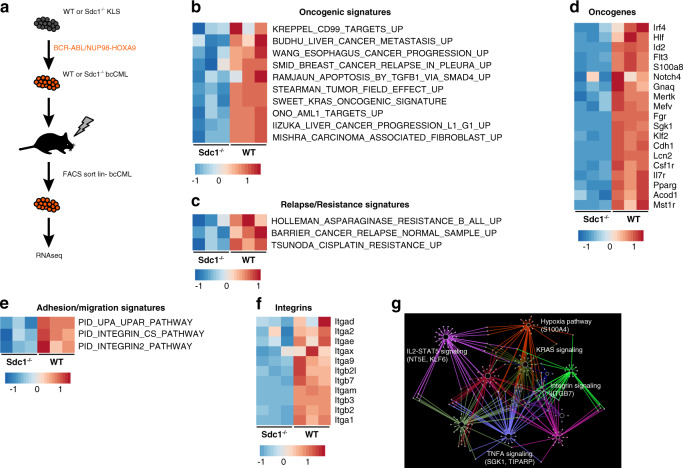
Syndecan-1 loss disrupts growth and migration programs. **a** Schematic of RNAseq workflow. **b** GSEA analysis of WT vs. Sdc1^−/−^ bcCML RNAseq showing impact on oncogenic pathways. **c** GSEA analysis of WT vs. Sdc1^−/−^ bcCML RNAseq showing impact on drug resistance/relapse pathways. **d** Heat map of selected genes falling within the GSEA oncogenic and resistance/relapse pathways. **e** GSEA analysis of WT vs. Sdc1^−/−^ bcCML RNAseq showing impact on adhesion/migration pathways. **f** Heat map of integrin gene expression in Sdc1^−/−^ bcCML falling within the GSEA adhesion/migration pathways. **g** Network analysis of genes downregulated in Sdc1^−/−^ bcCML by RNAseq crossed to a recently published bcCML CRISPR screen.

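Itgb7 (ENSMUSG00000001281), which encodes integrin β7, had a value of 101 ± 6.96 in the libraries labelled WT and 61.0 ± 2.05 in the libraries labelled Sdc1-/- (SD, n = 3 in each group), and no library labelled Sdc1-/- reached the values of those labelled WT. The log2 fold change was -0.72 (standard error 0.054, adjusted p = 4.2e-05 from limma with Benjamini-Hochberg adjustment). Across the 17 fits that gave it a value, this fold change lay between -0.76 and -0.57, with adjusted p-values from limma of 2.0e-05 to 4.5e-04. Sdc1 mRNA was higher in the same libraries in which Itgb7 was lower.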

To further understand the mechanism by which Sdc1 impacts bcCML growth and migration we focused on integrin *β*_7_ (Itgβ7) as it was identified in our RNAseq analysis and was highly enriched on Msi2^+^ bcCML cells in the high throughput screen (Fig. 3a–c). Its functional inhibition impaired growth of bcCML colony formation (Figs. 3e, 9a and Supplementary Fig. 5c) and bcCML migration on fibronectin-coated filters (Fig. 9b). While the fact that Itgβ7 loss phenocopied Sdc1 loss was consistent with the signals being in a hierarchy, we directly tested this possibility by determining if the absence of Sdc1 function specifically impaired Itgβ7 function. To this end, we repeated the transwell migration experiment using filters coated with the Itgβ7 specific ligand MAdCAM-1, and observed a significant decrease in migration with Sdc1 loss (Fig. 9c). In addition, we performed a soluble ligand binding assay with WT or Sdc1^−/−^ bcCML cells using MAdCAM-1 or VCAM-1, an integrin *α*_4_*β*_1_ ligand. While Sdc1 deletion impaired binding of bcCML cells to MAdCAM-1 by nearly 3-fold (Fig. 9d), binding to the control VCAM-1 was not affected (Fig. 9e). These data confirm that Sdc1 is necessary for the normal function of Itgβ7 and that the coordinated action of Sdc1 and Itgβ7 is a key regulatory element in bcCML. We should note that shSdc1 knockdown did reduce Itgβ7 surface expression by 15 % (Supplementary Fig. 5d); because the majority of integrin surface expression was present even with Sdc1 loss, it may suggest the defects observed are more likely to be due to impaired integrin potentiation. While overexpression of Sdc1 or Itgβ7 could rescue the colony-forming defect observed in Sdc1^−/−^ bcCML to some extent, the two together were more effective in triggering colony growth, suggesting a synergistic mechanism of action (Fig. 9f, Supplementary Fig. 5e). Further, treatment with an Itgβ7 antagonist (firategrast) impaired WT bcCML colony formation but did not impact Sdc1^−/−^ bcCML colony growth (Supplementary Fig. 5f). This finding suggests that in the context of Sdc1 loss, further antagonism of Itgβ7 has no additional impact on colony formation because Sdc1-Itgβ7 signaling is already impaired, while WT bcCML has intact Sdc1-Itgβ7 signaling and is susceptible to Itgβ7 antagonism. Likewise, defects in transwell migration of Sdc1^−/−^ bcCML on FN coated filters could be rescued with wild-type Sdc1 to near-normal levels while rescue of Sdc1^−/−^ bcCML with Itgβ7 increased migration above that of WT control bcCML (Fig. 9g). Finally, while the HS-null Sdc1 mutant could rescue colony formation of Sdc1^−/−^ bcCML (Fig. 4i), the HS-null mutant was unable to rescue the migratory defect (Supplementary Fig. 5g). These data may indicate that the HS chains are critical to “capturing” the cytokine (SDF-1 in this case) or in interacting with the microenvironment to facilitate migration.

**Fig. 9:**
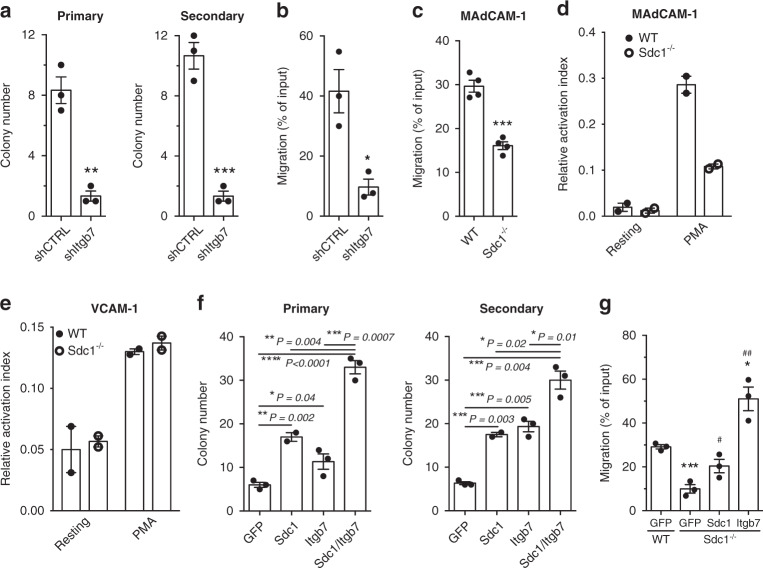
Syndecan-1 loss impairs integrin *β*7 activity. **a** Number of colonies generated from shCTRL or shItgβ7 knockdown of bcCML cells after the primary (left panel) and secondary plating (right panel). **P = 0.001, ***P = 0.0006 (*n* = 3 technical replicates, representative of 3 biological replicates). **b** SDF-1 induced migration of shCTRL or shItgβ7 bcCML cells across HUVEC monolayers seeded on fibronectin-coated transwell filters. *P = 0.01 (*n* = 4 technical replicates, representative of two biological replicates). **c** SDF-1 induced migration of WT or Sdc1^−/−^ bcCML cells across MAdCAM coated transwell filters. ***P = 0.0002 (*n* = 4 technical replicates, representative of two biological replicates). **d** Soluble ligand binding assay with WT and Sdc1^−/−^ bcCML and the Itgβ7 ligand, MAdCAM-1, either resting or stimulated with 200 nM phorbol myristate acetate (PMA). Data are normalized to non-physiological stimulation with 1 mM Mn^2+^ (*n* = 2 technical replicates, representative of two biological replicates). **e** Soluble ligand binding assay with WT and Sdc1^−/−^ bcCML and the Itgβ1 ligand, VCAM-1, either resting or stimulated with 200 nM PMA. Data are normalized to non-physiological stimulation with 1 mM Mn^2+^. (*n* = 2 technical replicates, representative of two biological replicates). **f** Rescue of Sdc1^−/−^ primary and secondary colony formation by ectopic expression of either empty GFP control, wild-type Sdc1, Itgβ7 or Sdc1 + Itgβ7. (*n* = 3 technical replicates, representative of three biological replicates). **g** Rescue of Sdc1^−/−^ migration on FN coated filters by ectopic expression of either empty GFP control, wild-type Sdc1, or Itgβ7. *P = 0.02, ***P = 0.0009, #*P* = 0.04, ##*P* = 0.002. *Significance from WT bcCML +  empty GFP, #significance from Sdc1^−/−^ + empty GFP (*n* = 3 technical replicates, representative of three biological replicates). Two-tailed unpaired Student’s *t-*tests were used to determine statistical significance. Source data are provided as a Source Data File.

## Discussion

Past studies have predominantly used cell surface markers such as CD133 to identify and isolate tumor cells with stem cell-like properties. Although these efforts have enhanced our understanding of tumor stem cell populations, surface markers cannot be effectively used to track cells in vivo and would require complex antibody panels to assess residual disease. In recent years, the ability to identify and track tumor-propagating cells in solid cancers has been greatly improved through the use of reporter mice. For example, in studies of glioblastoma multiforme, Nestin-GFP mice enabled identification of rare Nestin-expressing tumor cells that exhibit many cancer stem cell-like characteristics and are chemo-resistant^38^. Similarly, SOX2-GFP reporter mice were used to identify tumor-propagating cells in skin squamous-cell carcinoma^39^, and an ERG+ 85 reporter has recently been used to identify LSCs within heterogeneous AML samples^40^. Importantly, the Msi2-reporter mouse we developed may be valuable not only for identifying LSCs but for a broader range of aggressive cancers with highly upregulated Msi2 expression, such as hepatocellular carcinoma, glioblastoma and breast cancer^18,41^. The ability to identify therapy-resistant tumor-propagating cells in vivo provides a proof of principle for improving approaches to therapy. For example, following leukemia treatments via cytotoxic and targeted therapies, or radiation prior to allogeneic transplant, image-based detection of therapy-resistant cells could, in the long term, allow areas of residual disease to be identified and targeted with alternative strategies or higher localized doses to improve efficacy and minimize collateral tissue damage.

The screen we performed to identify differentially expressed surface proteins on Msi2^+^ leukemia cells led to the identification of Sdc1 as a key regulator of bcCML growth and propagation. Prior work has implicated Sdc1 in solid cancers such as breast cancer^42,43^ and in multiple myeloma^44–46^. Our discovery that Sdc1 plays a role in bcCML indicates that it may in fact be a core regulatory mechanism for leukemias as well, and suggests that interactions with their niche are a critical source of support for leukemia cells.

A particularly exciting aspect of our studies is the finding that Sdc1 is required for dissemination of bcCML stem cells. Although mechanisms of metastasis in solid tumors have been widely studied, the basis of cell migration in leukemia is generally less understood. Past studies have focused on bone marrow homing, and implicated SDF-1/CXCR4 in B-ALL homing in vivo^47,48^, and CD44^49,50^ in CML and de novo AML homing. Our work is distinct in exploring how leukemia cells migrate away from bone marrow niches, and open ground in our understanding of the molecular basis of bcCML migration by demonstrating that Sdc1 loss leads to a dramatic shift in the spatio-temporal dynamics of bcCML, specifically impairing transit velocity, intravascular frequency and effective colonization of distant sites. Further, the fact that Sdc1 loss impaired adhesion and migration suggests that Sdc1 may control widespread dissemination by facilitating attachment and locomotion on matrix proteins. Syndecans have been shown to have the ability to directly bind matrix proteins such as vitronectin, fibronectin, laminin, and collagens through their heparan sulfate chains^51–53^, and to modulate the ability of cells to interact with the ECM through regulation of integrin activities^54,55^. For example, in multiple myeloma, heparanase trimming of the Sdc1 HS chains allows MMP^−^9-mediated shedding of Sdc1. The shed Sdc1 can then couple VEGFR2 to integrin *α*_4_*β*_1_, resulting in an invasive phenotype^44^. In that context our data show that Itgβ7 is not only enriched on Msi2^+^ leukemic bcCML cells but that Sdc1 directly regulates its function. While Itgβ7 is expressed in lymphomas in addition to AML^56^ its function in hematologic malignancies was unknown. Thus our data provide insight into the role of Itgβ7 in myeloid leukemia, and suggest this could be an exciting avenue of future research. This also provides further support to emerging evidence that Itgβ1 activity, and CD98, which amplifies integrin signaling, can regulate myeloid leukemia^57–59^. The current work adds further insight not only in identifying Itgβ7 as an element in myeloid leukemia but also in defining a role for Sdc1 in coordinating integrin activity in hematologic malignancies. Interestingly, a potential link between Sdc1, Itgβ7, and Msi2 may be found in Msi2’s role as an RNA binding protein. The Msi2 consensus binding sequence (G/AU_1-3_AGU)^60^ has been studied in detail in human, mouse, and drosophila^61^. 

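Msi2 is an RNA-binding protein whose core element is UAG. In the GENCODE M21 annotation of GRCm38, the transcript that matches the RefSeq Sdc1 mRNA is on the plus strand of chromosome 12 from 8771323 to 8793715. Its 3′ UTR is 1908 nt long, lies in 1 exon from 8791808 to 8793715, and holds the core UAG 28 times. UUAG occurs 3 times, UUUAG 1 time and UAGU 4 times. Of the 3 sites with UUAG, that at position 714, counted from the first base after the stop codon, reads ACGUAGGCUUAGUUUGUGUG with its surroundings and also contains UAGU. The transcript of Itgb7 is on the minus strand of chromosome 15 from 102215995 to 102231944, and its 3′ UTR of 165 nt is in 1 exon from 102215995 to 102216159. It holds UAG 2 times and UUAG 1 time, at position 2, and UAGU 0 times. Supplementary Fig. 5h lists UAG 3 times in Itgb7, against 2 here, and UAGU 3 times in Sdc1, against 4 here. The other motif counts compared with that figure were equal. The full consensus, G or A followed by 1 to 3 U and AGU, occurs 1 time in Sdc1 as AUAGU and 0 times in Itgb7. A second annotated Sdc1 transcript, with a 3′ UTR of 1152 nt, holds UAG 15 times, and a second Itgb7 transcript, with 160 nt, holds it 1 time.

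**Figure D3:**
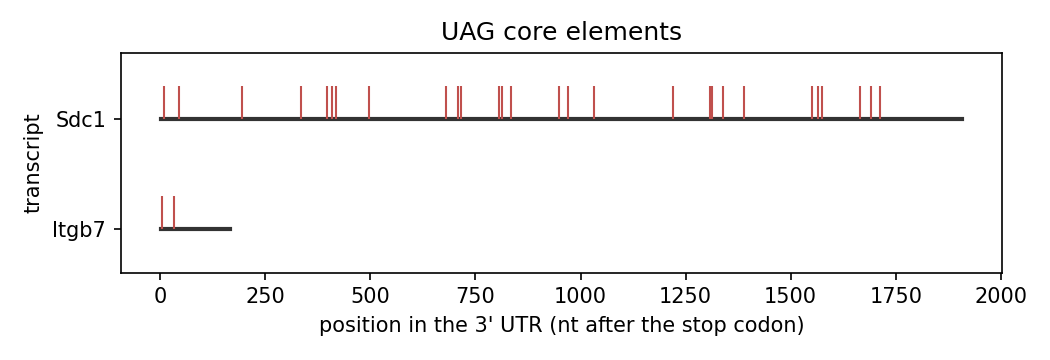
Positions of the core UAG in the 3′ UTRs of Sdc1 and Itgb7, in nt after the stop codon. Lines are the UTRs to scale, and each mark is 1 of the 28 sites in Sdc1 or the 2 sites in Itgb7.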

Analysis of the 3'-UTRs of Sdc1 and Itgβ7 for Msi2 binding sites revealed multiple instances of at least the core element in each transcript (Supplementary Fig. 5h). Therefore, it is possible that Msi2 can directly influence the expression of Sdc1 and Itgβ7. This could be in addition to regulation of the Sdc1 promoter^62^ by the proximal promoter and under the control of members of the Sp1 transcription factor family. While a role for syndecans, integrins, and adhesive signaling has been investigated in the migration and growth of solid cancers^34,54,63^, our data provide a perspective on liquid tumors showing an unexpected importance of adhesion events in leukemia growth and dissemination.

The data discussed here collectively highlight the Sdc1-Itgβ7 signaling axis as a key regulatory control point in sensing microenvironmental cues to regulate bcCML growth and dissemination, and suggest that blocking either Sdc1 or Itgβ7 could weaken such interactions and make leukemic cells more vulnerable to effective targeting. Development of blocking mAbs may be effective in exploiting this vulnerability; certainly the fact that SDC1 inhibition also blocked human bcCML growth provides a strong rationale for further pursuing the possibility of targeting Sdc1 in a clinical setting. An anti-Sdc1 mAb conjugated to chemotherapeutic agents has been developed and is currently in trials for multiple myeloma^45^. Further, a novel CAR T cell targeting Itgβ7 has shown encouraging results in eliminating cancer cells in a murine multiple myeloma model^64^. In this context, our data that Sdc1 and Itgβ7 are highly expressed in bcCML raises the possibility that similar agents could serve as approaches to eradicating LSCs and improving bcCML control.

## Methods

### Mice

All animal experiments were performed according to protocols approved by the University of California San Diego Institutional Animal Care and Use Committee. Mice were bred and maintained in the animal care facilities at the University of California San Diego. The following mice were used: B6-CD45.2 and B6-CD45.1 (Strain: B6.SJL*-Ptprc*^*a*^*Pepc*^*b*^/BoyJ); NSG mice (Strain: NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*^/SzJ); Actin-dsRed mice (also referred as Actb-dsRed. T3 mice, (Strain: NOD.Cg-*Prkdc*^*scid*^Tg(CAG-DsRed*MST)1Nagy/KupwJ). REM2 (Msi2^+/GFP^) reporter mice have been described previously^,65^. Sdc1^−/−^ mice have been previously described^33^. All mice were 8–16 weeks of age. Mice were bred and maintained in the animal care facilities at the University of California, San Diego. All animal experiments were performed according to protocols approved by the University of California, San Diego Institutional Animal Care and Use Committee.

### Generation and analysis of leukemic mice

For *BCR-ABL1/NUP98-HOXA9*-driven blast crisis CML (bcCML), *Mll-AF9*-driven AML, bone marrow-derived KLS cells were isolated and sorted from REM2 mice, CD45.2 B6, or Sdc1^−/−^ mice. All sorted cells were cultured overnight in X-Vivo15 media (Lonza) supplemented with 50 μM 2-mercaptoethanol, 10% (vol/vol) fetal bovine serum, SCF (100 ng/ml, R&D Systems) and TPO (20 ng/ml, R&D Systems). Cells were retrovirally infected with MSCV-BCR-ABL-IRES-NGFR and MSCV-NUP98-HOXA9-IRES-huCD2 to generate bcCML; MSCV-MLL-AF9a-IRES-NGFR and MSCV-NRas^G12V^-IRES-huCD2 to generate MLL-AF9-driven AML. Subsequently, cells were harvested 48 h after infection. For bcCML primary transplants, BCR-ABL^+^/NUP98HOXA9^+^ cells were transplanted retro-orbitally into cohorts of sub-lethally (6 Gy) irradiated CD45.1 mice. For bcCML secondary transplants, BCR-ABL^+^/NUP98-HOXA9^+^ spleen cells recovered from terminally ill primary recipients were sorted and either 5000 GFP^+^ or GFP^−^ leukemia cells were transplanted into sub-lethally (6 Gy) irradiated secondary recipients. For MLL-AF9 primary transplants, MLL-AF9^+^/NRas^+^ cells were transplanted retro-orbitally into cohorts of sub-lethally (6 Gy) irradiated CD45.1 mice. For MLL secondary transplants, MLL-AF9^+^/NRas^+^ spleen cells recovered from terminally ill primary recipients were sorted and either 500 GFP^+^ or GFP^−^ leukemia cells were transplanted into sub-lethally (6 Gy) irradiated secondary recipients. Cell isolation, culture, infection and primary and secondary transplantation assays for *MLL*-driven leukemia were performed as previously described^65^. Disease mice were analyzed as previously described^66^.

### In vitro radiation and imatinib treatment

Bulk blast crisis CML cells recovered from the spleen of terminally ill recipient mice that were initially transplanted with BCR-ABL^+^/NUP98-HOXA9^+^ KLS cells isolated from REM2 mice were either irradiated (0, 5, or 10 Gy) in PBS with glucose and cultured in X-Vivo15 media (Lonza) supplemented with 50 μM 2-mercaptoethanol, 10% (vol/vol) fetal bovine serum, SCF (100 ng/ml, R&D Systems) and TPO (20 ng/ml, R&D Systems) for 7 h or treated with imatinib (0.5 or 5 μM) or control DMSO for 7 h in X-Vivo15 media (Lonza) supplemented with 50 μM 2-mercaptoethanol, 10% (vol/vol) fetal bovine serum, SCF (100 ng/ml, R&D Systems) and TPO (20 ng/ml, R&D Systems). Cells were then washed and stained with antibodies against lineage markers. Apoptosis assays were performed by staining cells with Annexin-V (BD Pharmingen).

### In vitro methylcellulose colony formation assays

For methylcellulose assays performed with blast crisis CML (bcCML) cells, BCR-ABL/NUP98-HOXA9-driven leukemia was generated using KLS cells isolated from B6-CD45.2 or Msi2-reporter mice. Primary bcCML cells were fractionated based on GFP expression (GFP^+^ or GFP^−^) and 250 cells from each fraction were plated in methylcellulose media: Iscove’s modified medium-based methylcellulose medium (Methocult GM M3434, StemCell Technologies). For methylcellulose assays performed with lineage-negative bcCML cells, lineage-negative primary bcCML cells were fractionated based on GFP expression (GFP^+^ and GFP^−^) and 500 cells from each fraction were plated. For serial plating, 500 cells derived from primary colonies were re-plated in fresh methylcellulose media. For serial plating, 5000 cells derived from primary colonies were re-plated. For methylcellulose assays performed with MLL-AF9/NRas AML cells, either 200 MLL-AF9+ /NRas+ GFP^+^ or GFP^−^ spleen cells isolated from leukemic mice were plated in methylcellulose media. For serial plating, 2000 cells derived from primary colonies were re-plated. ImageJ software was used to determine colony size.

### Cell isolation and FACS analysis

Cells were suspended in Hanks’ balanced salt solution (HBSS) (Gibco, Life Technologies) containing 5% (vol/vol) fetal bovine serum and 2 mM EDTA and prepared for FACS analysis and sorting as previously described^67^. The following antibodies were used to define lineage-positive cells: 145-2C11 (CD3ε), GK1.5 (CD4), 53-6.7 (CD8), RB6-8C5 (Ly-6G/Gr1), M1/70 (CD11b/Mac-1), TER119 (Ly-76/TER119), 6B2 (CD45R/B220), and MB19-1 (CD19). Red blood cells were lysed using RBC Lysis Buffer (eBioscience) before staining for lineage markers. The following additional antibodies were used to define HSC populations: 2B8 (CD117/c-kit), D7 (Ly-6A/E/Sca-1), TC15-12F12.2 (CD150), and A2F10 (CD135/Flt3). All antibodies were purchased from BD Pharmingen, eBioscience or BioLegend. The high throughput surface antibody screen was performed per manufacturer’s instruction (BD Lyoplate). In brief, near terminal Msi2-reporter bcCML mice were sacrificed and the spleen was dissociated to produce a single-cell suspension. 500,000 cells were added to each well of a 96 well U-bottom plate. Cells were subsequently incubated with primary, biotin-conjugated secondary, and streptavidin-conjugated fluorescent tertiary antibodies while washing twice between antibody steps. Following tertiary antibody incubation and wash, propidium iodide was added and cells were analyzed using a BD FACSCANTO II equipped with a high throughput sampler. All other experiment analysis and cell sorting were carried out on BD LSRFortessa, FACSCanto and FACSAria II and III machines (all from Becton Dickinson) and data were analyzed with FlowJo software (Tree Star Inc.). Immunofluorescence images were quantified using ImageJ v.1.52a.

### Immunofluorescence staining

Cells were either allowed to settle briefly on poly-L-lysine coated chamber slides (VWR) at 37 °C or cytospun, fixed with 4% paraformaldehyde (USB Corporation), permeabilized with 1X Dako wash buffer (Dako) and blocked with 10–20% normal goat serum (Invitrogen) or donkey serum (Abcam) in 1X Dako wash buffer. Primary antibody incubation was overnight at 4 °C. The following primary antibodies were used: rabbit anti-Msi2 1:200 (Abcam), chicken anti-GFP 1:200 (Abcam) and mouse anti-Sdc1 1:100 (Abcam). Alexa fluor-conjugated secondary antibody incubation was performed for 1 h at room temperature. DAPI (4-6-diamindino-2-phenylindole; Molecular Probes) was used to detect DNA. Images were obtained with a Confocal Leica TCS SP5 II (Leica Microsystems).

### Retroviral constructs and production

MIG-BCR-ABL was provided by Warren Pear and Ann Marie Pendergast and was cloned into the MSCV-IRES-NGFR (or MSCV-IRES-YFP) retroviral vector. MSCV-NUP98-HOXA9-IRES-YFP was provided by Gary Gilliland and was sub-cloned into the MSCV-IRES- huCD2 vector (or MSCV-IRES-NGFR) retroviral vector. MSCV-MLL-AF9-IRES-GFP was provided by Scott Armstrong and was sub-cloned into the MSCV-IRES-NGFR retroviral vector. NRAS^G12V^ cDNA was a gift from Christopher Counter and was cloned into MSCV-IRES-YFP retroviral vector. Wild-type Sdc1 and Sdc1 HS null constructs were subcloned into MSCV-IRES-GFP retroviral vector. Virus was produced in 293T cells transfected using X-tremeGENE HP (Roche) with viral constructs along with VSV-G and gag-pol. Viral supernatants were collected for 3–6 days followed by the ultracentrifugal concentration at 20,000 × *g* for 2 h.

### qRT-PCR analysis

RNA was isolated using RNeasy micro kit (Qiagen) and RNA was converted to cDNA using Superscript III reverse transcriptase (Life Technologies). Quantitative real-time PCRs were performed using an iCycler (BioRad) by mixing cDNAs, iQ SYBRGreen Supermix (BioRad) and gene-specific primers. Gene expression was normalized to the levels of Beta-2 microglobulin (B2M) except for Supplementary Fig. 1c that was normalized to beta-actin (Actb). All primers were designed using NCBI’s Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). Primer sequences are listed in Supplementary Data 2.

### Live animal imaging

Live mice were imaged as described previously. In brief, mice were anaesthetized by intraperitoneal injection of ketamine and xylazine (100 and 20 mg/kg respectively). Once unresponsive to pedal reflex, hair was removed using Nair Hair Remover lotion (Church & Dwight Co.) and the scalp was removed to expose the calvarium. Mice were then secured into a mouse/neonatal rat stereotactic holder (Stoelting Co.). The topmost layer of bone was removed with a Dremel 3000 variable speed rotary tool equipped with a 1/16” engraving cutter bit and a 1 cm rubber O-ring was attached to the exposed calvarium (Fine Science Tools Inc.). Images were acquired by Leica LAS AF 2.7.3.9723 software with an upright Leica SP5 2 confocal system using a Leica DM 6000 CFS microscope. Images were acquired using an HCX APO L20× objective with a 1.0 numerical aperture. Resultant videos were adjusted using Adobe Photoshop CS6 version 13.0.

### Transwell chemotaxis assay

Directed cell migration towards SDF1 was analyzed in vitro. Primary murine bcCML was sorted and the Lineage^−^ fraction was transduced with either control shRNA or shSdc1. After 48 h, transduced cells were sorted again for the presence of the shRNA viral construct. Cells were washed, resuspended in IMDM + 0.25% BSA, and plated in the apical chamber of 6.5 mm transwell filters (Costar, pore size 5 μm) that had been coated with fibronectin (Sigma Aldrich) or MAdCAM-1 (R&D Systems) overnight. Six hundred microliters of IMDM + 0.25% BSA + 100 ng/mL SDF-1 (R&D Systems) was added to the basal chamber. Cells were allowed to migrate for 4 h at 37 °C in a 5% CO_2_ incubator. After incubation, migrated cells were collected from the lower chamber and counted using Trypan Blue. For migration across HUVEC monolayers, fibronectin-coated transwells were seeded with HUVECs, and allowed to establish a monolayer. The night before running the experiment, HUVECs were activated with 20 ng/mL TNF-*α* (BD Biosciences). The experiment then proceeded as above.

### Polyacrylamide gel chemotaxis assay

Chemically activated polyacrylamide gels on 18 mm coverslips (8kPa, Matrigen) were coated with 1 μg/mL fibronectin (Sigma Aldrich) before seeding HUVECs. HUVEC monolayer establishment, and activation were as described above. The day of the assay, a chemoattractant gradient was established by incubation of gels with 1 μg/mL SDF-1 for >2 h at 37 °C in a 5% CO_2_ incubator. HUVEC monolayers were stained with CellMask Orange Plasma membrane stain (Invitrogen) before sorted shSdc1 or shCTRL bcCML cells were washed, resuspended in IMDM + 0.25% BSA, and added to the gels. Gels/cells were maintained at 37 °C and 5% CO_2_ while imaging. Images were obtained using a Zeiss LSM-700 confocal microscope.

### WT vs. Sdc1^−/−^ bcCML RNAseq

Lin^−^ leukemic cells were sorted from mice transplanted with BCR-ABL/NUP98-HOXA9 transduced KLS cells. KLS cells were originally sorted from either WT or Sdc1^−/−^ mice to generate WT or knockout leukemia, respectively. Total RNA was isolated using the RNeasy Micro Plus kit (QIAGEN). RNA libraries were generated from 150 ng of RNA using Illumina’s TruSeq Stranded mRNA Sample Prep Kit (Illumina). Libraries were pooled and single-end sequenced (1 × 75) on the Illumina NextSeq 500 using the High output V2 kit (Illumina).

### RNAseq and cell state analysis

Sdc1 KO and WT RNAseq fastq files were processed into transcript-level summaries using *kallisto*^68^. Transcript-level summaries were processed into gene-level summaries and differential gene expression was performed using sleuth with the Wald test^69^. GSEA was performed as previously described^70^. ClueGO was used for gene enrichment analysis of downregulated genes (bias estimator >0.5 and FDR < 0.05) identified between WT and Sdc1 KO mouse cells. PID and Halllmark gene sets were used with medium network specificity, a *p*-value cutoff of <0.05 and a kappa score of 0.4. All other statistical parameters remained on default settings. CluePedia was used to identify genes found within enriched gene sets. All network analyses ran and visualized in Cytoscape 3.7 (Cytoscape, ClueGO/CluePedia).

### Soluble ligand binding assay

5 × 10^6^ cells were washed and resuspended in HBSS containing 0.1% BSA and 1 mM Ca^2+^/Mg^2+^, prior to incubation with integrin ligands (10 μg/ml mouse MAdCAM-1 or 5 μg/ml VCAM-1) for 30 min at 37 °C with or without 200 nM PMA or 1 mM Mn^2+^. Cells were then incubated with AlexFluor647-conjugated anti-human IgG (1:200) for 30 min at 4 °C. Then cells were washed twice before flow cytometry analysis using an Accuri C6 Plus or FACSCalibur (BD Biosciences). Data were analyzed using FlowJo software:

$${\mathrm{Relative}}\,{\mathrm{activation}}\,{\mathrm{index}} = \frac{{\mathrm{MFI} - \mathrm{MFI}_{\mathrm{EDTA}}}}{{\mathrm{MFI}_{\mathrm{Mn}} - \mathrm{MFI}_{\mathrm{EDTA}}}}$$

### Statistics and reproducibility

Statistical analyses were carried out using GraphPad Prism software version 6.0f-h (GraphPad software Inc.). All data are shown as mean ± SEM. Two-tailed unpaired Student’s *t-*tests were used to determine statistical significance. No statistical method was used to predetermine sample size and no data were excluded from the analysis. All experiments were reproducible.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

## Data Availability

Source data are provided with this paper as a separate Source Data file. Antibody information is provided in Supplementary Data 1. Primer information is provided in Supplementary Data 2. Examples of flow cytometry gating strategies are provided as Supplementary Fig. 6. RNAseq data sets have been deposited into the NCBI GEO database under the accession code GSE159148 and are available through the following link. All other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A stem cell reporter based platform to identify and target drug resistant stem cells in myeloid leukemia
**Source:** Nat Commun. 2020 Nov 26;11:5998. doi: 10.1038/s41467-020-19782-x
**Supplement:** Supplementary file 1 — Supplementary Information

**a**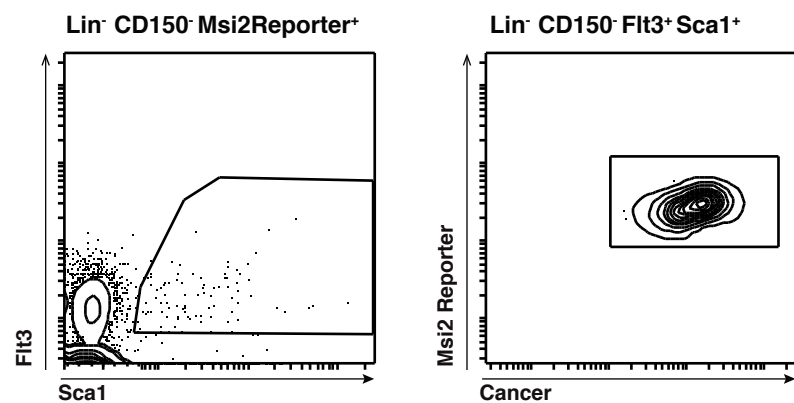**c**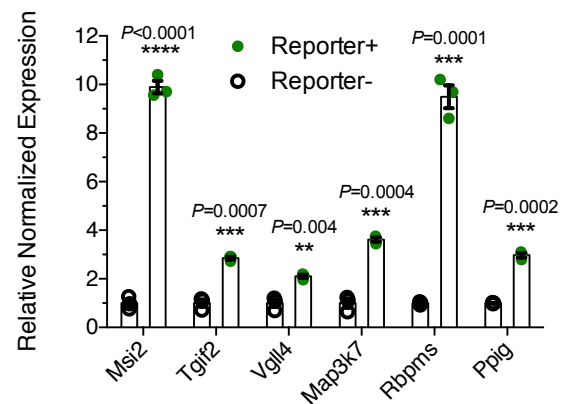**d**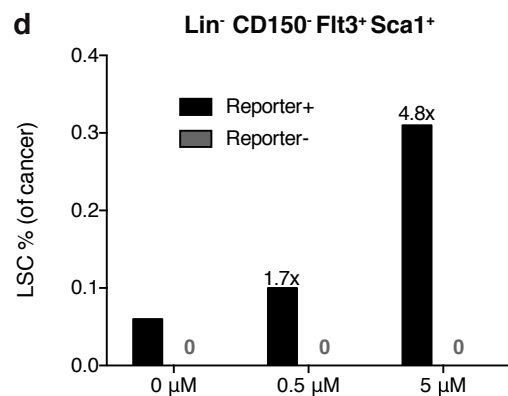**b****LSC Gene Signature Expression**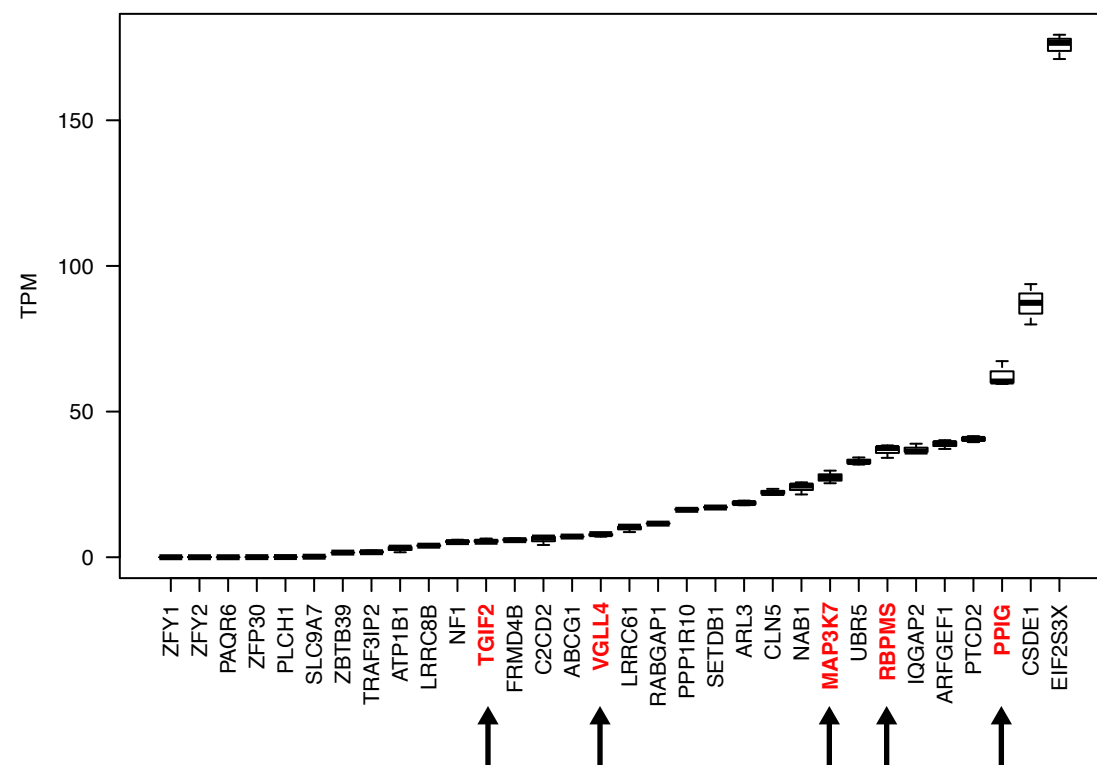**Antibody Screen Validation****e**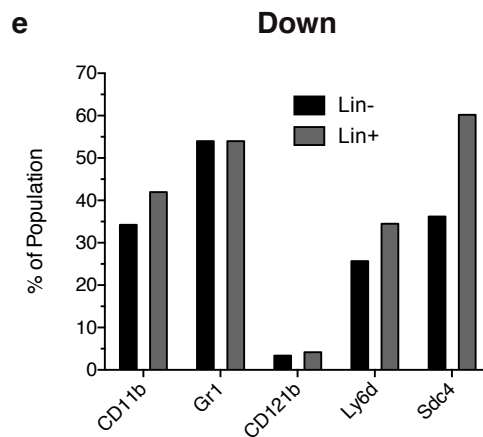**f**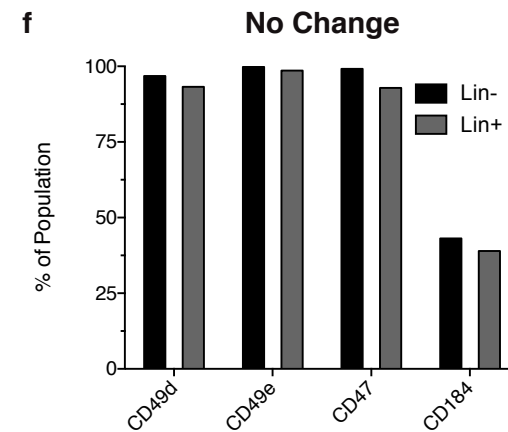

### **Supplementary Figure 1. Confirmation of surface antibody screen**

(a) LSC and Msi2 Reporter distribution in bcCML. Lin-CD150-Flt3+Sca1+ within the Msi2 Reporter+ population (**LEFT**). Msi2 Reporter+ within the LSC fraction (**RIGHT**) (representative of 3 biological replicates). (b) Absolute gene expression by RNAseq in Lin- WT bcCML of mouse homologue genes identified as comprising the AML leukemic stem cell signature<sup>21</sup> ( $n = 3$  technical replicates, box minima, maxima and center bounds are 25<sup>th</sup>, 75<sup>th</sup>, and 50<sup>th</sup> percentile respectively, arrows denote genes confirmed by qRT-PCR and tested in Supplementary Figure 1c). (c) qRT-PCR of selected LSC genes in Msi2-GFP reporter+ and reporter- bcCML cells sorted from primary transplants ( $n=3$  technical replicates, representative of 4 biological replicates). (d) Treatment of Msi2-GFP+ or Msi2-GFP- bcCML cells with imatinib demonstrates the LSC population is exclusive to the Msi2-GFP+ fraction and is resistant to chemotherapy (numbers above the bars indicate the fold change over 0 uM,  $n=1$ , representative of 2 biological replicates). (e) Flow cytometry confirms the findings of the high throughput antibody screen for proteins downregulated on Msi2-GFP reporter+ bcCML relative to Msi2-GFP reporter- bcCML ( $n=1$  technical replicate, representative of 2 biological replicates). (f) Flow cytometry confirms the findings of the high throughput antibody screen for proteins unchanged on Msi2-GFP reporter+ bcCML relative to Msi2-GFP reporter- bcCML ( $n=1$  technical replicate, representative of 2 biological replicates). Two-tailed unpaired Student's *t*-tests were used to determine statistical significance.

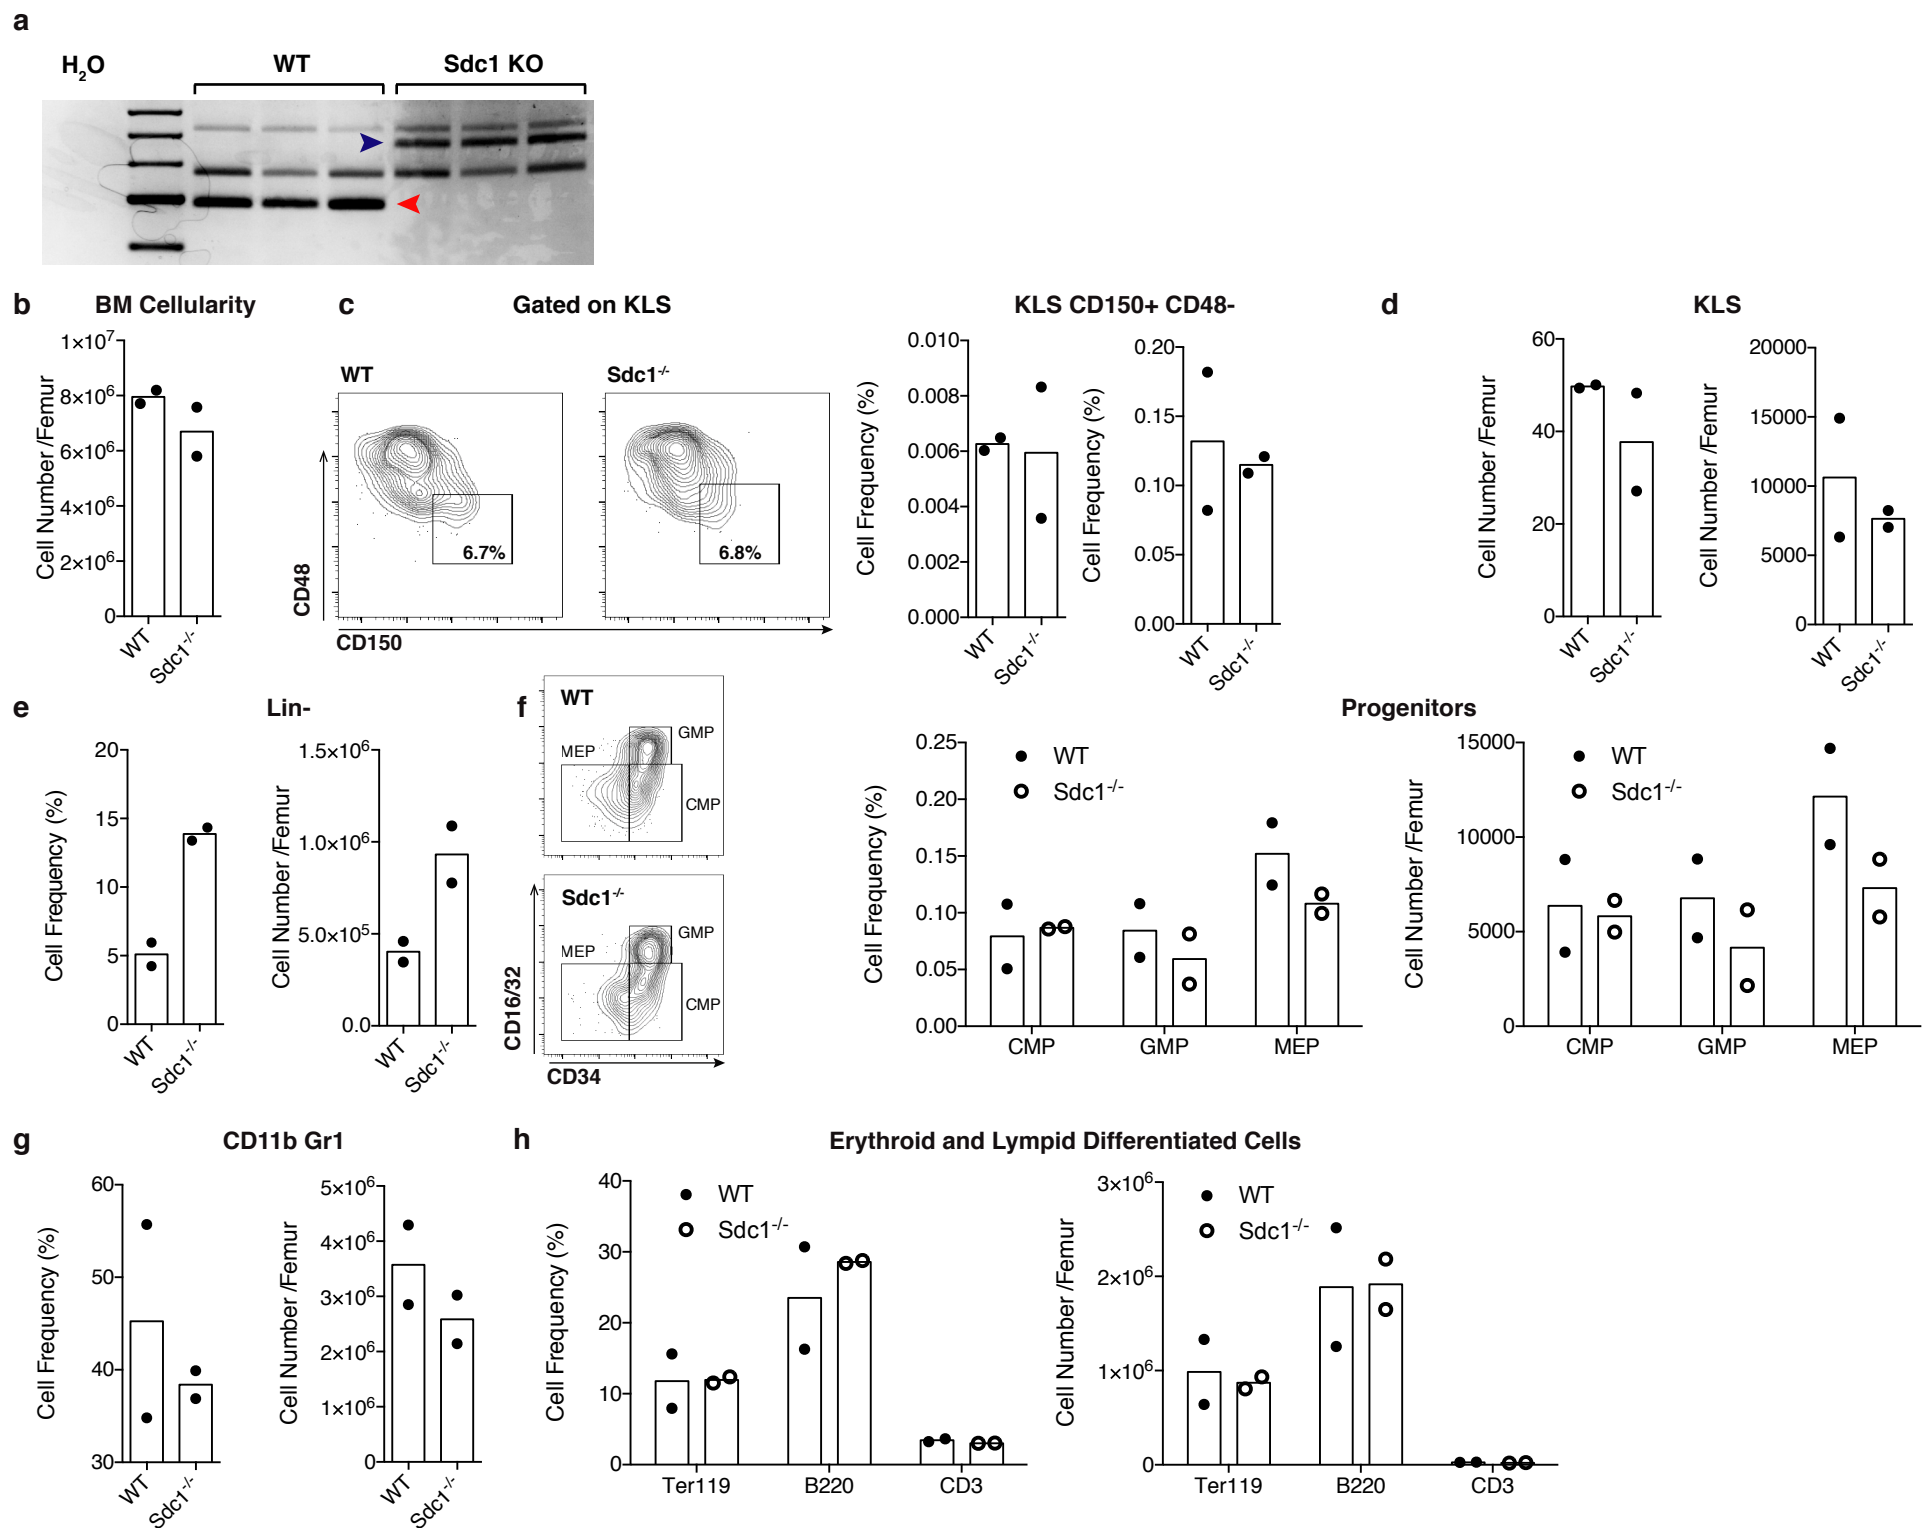

Supplementary Figure 2

## **Supplementary Figure 2. Analysis of Sdc1 knock out bone marrow**

(a) Loss of wildtype Sdc1 in Sdc1 genetic knockout mice confirmed by PCR analysis of genomic DNA. Wildtype band = 230 bp (red arrowhead), knockout band = 450 bp (blue arrowhead), non-specific bands = 300 bp and 500 bp. (b) Total bone marrow cellularity from WT or Sdc1<sup>-/-</sup> mice ( $n=2$  biological replicates). (c) Representative FACS plots (gated on KLS cells), average stem cell (KLS CD150<sup>+</sup> CD48<sup>-</sup>) frequency, and absolute numbers of stem cells in WT or Sdc1<sup>-/-</sup> mice ( $n=2$  biological replicates). (d) Average KLS frequency and absolute cell number in WT or Sdc1<sup>-/-</sup> mice ( $n=2$  biological replicates). (e) Average Lin<sup>-</sup> frequency and absolute cell number in WT or Sdc1<sup>-/-</sup> mice ( $n=2$  biological replicates). (f) Representative FACS plots show myeloid and erythroid progenitor frequency in WT or Sdc1<sup>-/-</sup> mice (gated on Lin<sup>-</sup> cKit<sup>+</sup> Sca1<sup>+</sup> IL7R<sup>-</sup> cells). The average frequency and numbers of progenitors (CMP: IL7R<sup>-</sup> KLSCD34<sup>+</sup> CD16/32<sup>-</sup>, GMP: IL7R<sup>-</sup> KLSCD34<sup>+</sup> CD16/32<sup>+</sup>, MEP: IL7R<sup>-</sup> KLSCD34<sup>-</sup> CD16/32<sup>-</sup>) are shown ( $n=2$  biological replicates). (g) Average frequency and absolute number of differentiated myeloid cells in WT or Sdc1<sup>-/-</sup> mice ( $n=2$  biological replicates). (h) Average frequency and absolute number of differentiated erythroid and lymphoid cells in WT or Sdc1<sup>-/-</sup> mice ( $n=2$  biological replicates). Two-tailed unpaired Student's *t*-tests were used to determine statistical significance.

**a**

| responders |     |                     | confidence intervals |      |       |   |
|------------|-----|---------------------|----------------------|------|-------|---|
| dose       | WT  | Sdc1 <sup>-/-</sup> | lower                | est. | upper | P |
| 25         | 3/3 | 0/6                 | 34.1                 | 1.0  | 1.0   | - |
| 50         | 3/3 | 2/6                 |                      |      |       |   |
| 100        | 3/3 | 4/6                 |                      |      |       |   |
| 200        | 3/3 | 6/6                 |                      |      |       |   |
| 500        | 3/3 | 6/6                 |                      |      |       |   |
| 1000       | 3/3 | 6/6                 |                      |      |       |   |

  

|                     | lower | est. | upper | P      |
|---------------------|-------|------|-------|--------|
| WT                  | 34.1  | 1.0  | 1.0   | -      |
| Sdc1 <sup>-/-</sup> | 163.1 | 94.0 | 54.2  | 0.0002 |

**b**

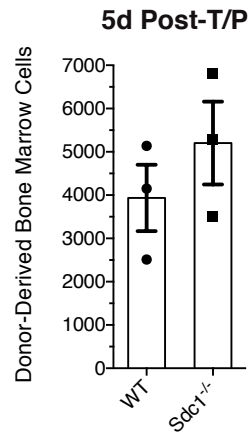

**c**

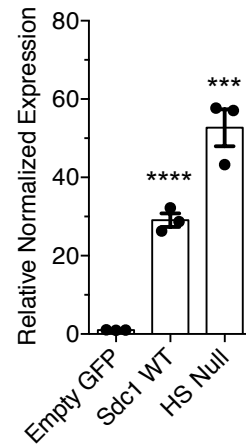

**d**

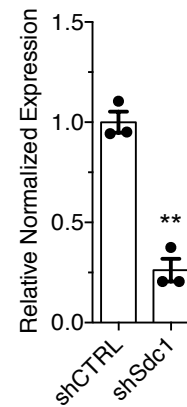

**e**

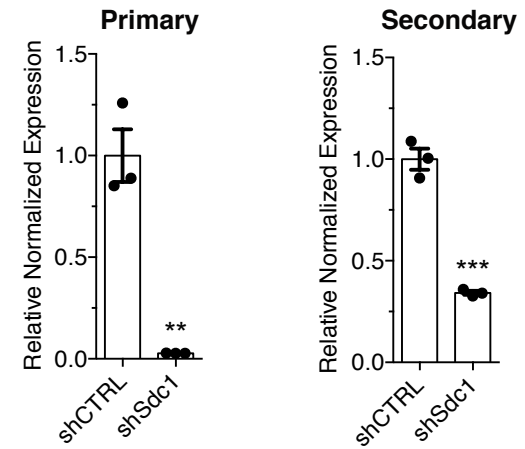

**f**

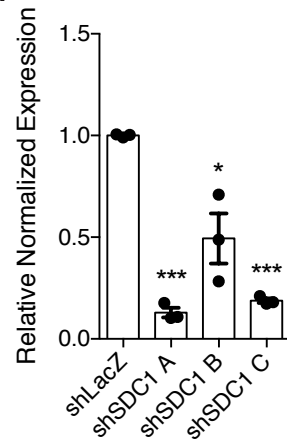

**g**

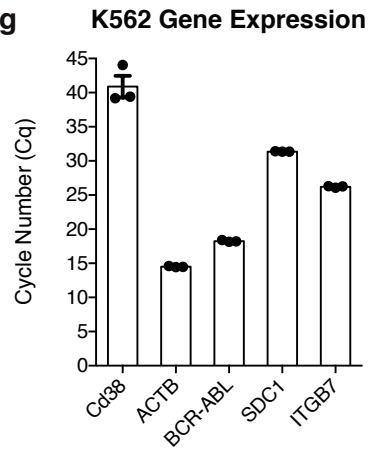

**h**

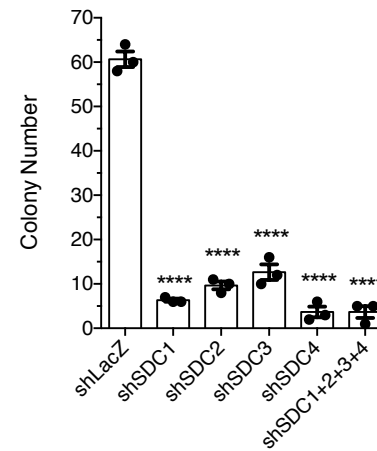

### **Supplementary Figure 3. Analysis of Sdc1 knockdown efficacy and impact in human bcCML cell line**

(a) Data from limiting dilution colony assay used in extreme limiting dilution analysis (LEFT, relevant to Fig. 4d). Results from ELDA showing frequency, confidence intervals, and P value for WT vs Sdc1<sup>-/-</sup>bcCML (RIGHT). (b) Chimerism of WT or Sdc1<sup>-/-</sup>bcCML in murine bone marrow 5 days post-transplant. ( $n=3$  biological replicates per cohort). (c) qRT-PCR analysis confirming rescue of Sdc1 expression after infection of Sdc1<sup>-/-</sup>bcCML cells with wildtype or HS-null Sdc1. Cells used in colony forming assay presented in Fig. 4i. \*\*\* $P=0.0005$ , \*\*\*\* $P<0.0001$  ( $n=3$  technical replicates, representative of 3 biological replicates). (d) qRT-PCR analysis confirming knockdown of Sdc1 in established bcCML cells used for colony formation (Fig. 5b) and transplantation (Fig. 5d, e). \*\* $P=0.005$  ( $n=3$  technical replicates, representative of 3 biological replicates). (e) qRT-PCR analysis confirming knockdown of Sdc1 in established MLL-AF9/NRas AML cells used for colony formation experiments (Fig. 5f, 5g). \*\* $P=0.002$ , \*\*\* $P=0.0006$  ( $n=3$  technical replicates). (f) Confirmation of SDC1 knockdown in K562 cells. \* $P=0.04$ , \*\*\* $P=0.0001$  for both shSDC1 A and C ( $n=3$  technical replicates). (g) SDC1 and ITGB7 expression in K562 cells is confirmed by qRT-PCR ( $n=3$  technical replicates, mouse Cd38 is used as a negative control, ACTB and BCR-ABL are positive controls). (h) Impact of knockdown of each SDC isoforms impact on K562 colony forming ability. \*\*\*\* $P=0.0001$  ( $n=3$  technical replicates). Two-tailed unpaired Student's *t*-tests were used to determine statistical significance.

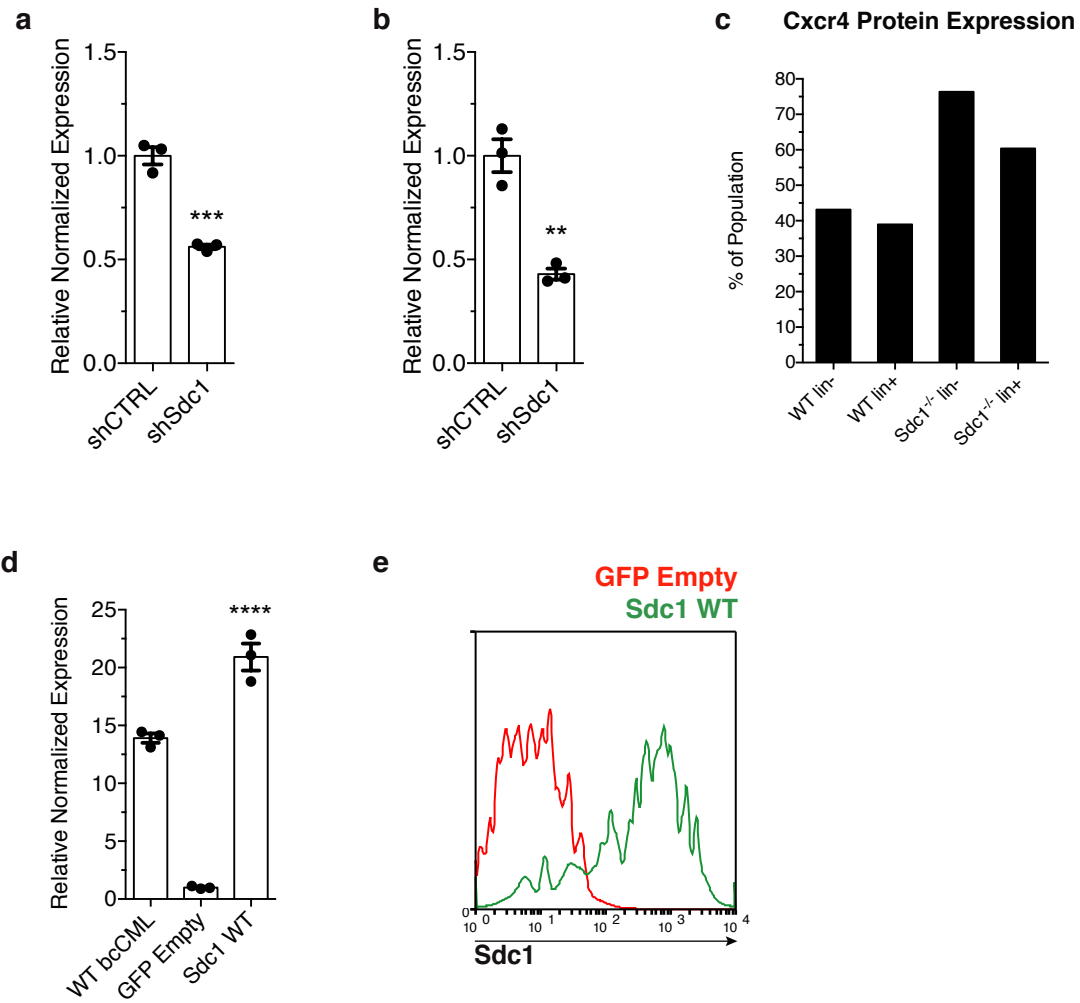

**Supplementary Figure 4. Sdc1<sup>-/-</sup> bcCML knockdown and CXCR4 protein expression**

(a) qRT-PCR analysis confirming knockdown of Sdc1 in established bcCML cells used for *in vivo* imaging experiments (Fig. 6b-h). \*\*\* $P=0.0005$  ( $n=3$  technical replicates, representative of 2 biological replicates). (b) Confirmation of Sdc1 knockdown in bcCML cells by qRT-PCR prior to *in vitro* migration studies (Fig. 7a-g). \*\* $P=0.002$  ( $n=3$  technical replicates, representative of 4 biological replicates). (c) CXCR4 protein expression is not reduced in WT vs. Sdc1<sup>-/-</sup> bcCML either as a percent of positive cells nor is the mean fluorescent intensity. Plot shows % of bcCML cells expressing CXCR4 ( $n=1$  WT and 1 Sdc1<sup>-/-</sup> mouse, representative of 2 biological replicates). (d) Confirmation of Sdc1 rescue by ectopic expression of WT Sdc1 quantified by qRT-PCR. Cells used for *in vitro* migration studies (Fig. 7h). \*\*\*\* $P<0.0001$ , significance from GFP empty ( $n=3$  technical replicates). (e) Flow cytometry of Sdc1<sup>-/-</sup> bcCML confirms Sdc1 protein expression following ectopic transduction (red = GFP empty, green = WT Sdc1). Two-tailed unpaired Student's *t*-tests were used to determine statistical significance.

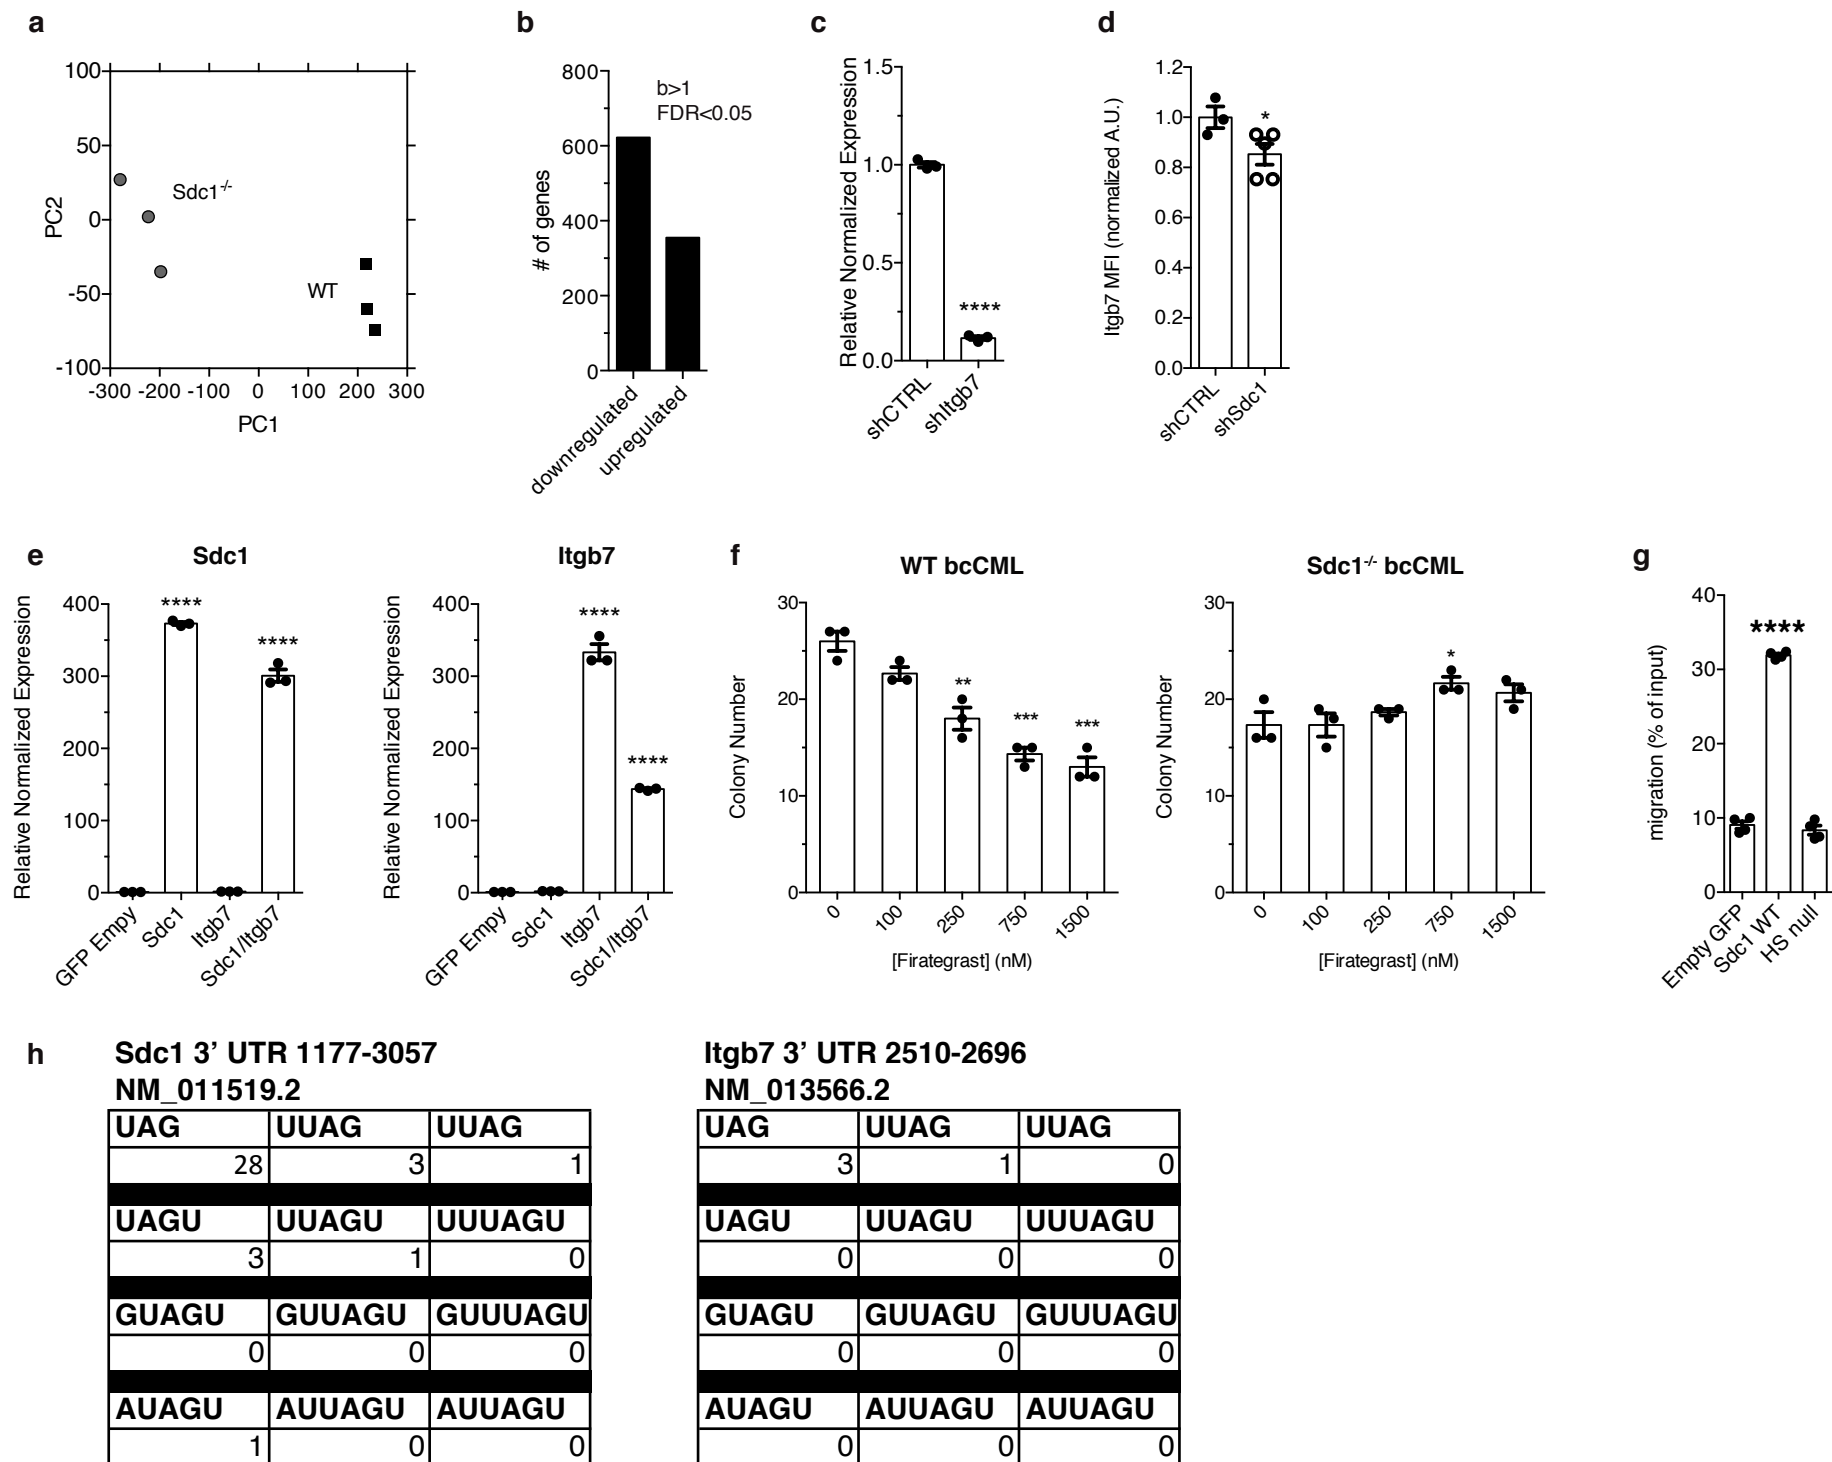

Supplementary Figure 5

### Supplementary Figure 5. *Sdc1*<sup>-/-</sup> bcCML RNAseq and *Itgb7* knockdown

(a) Principle component analysis of WT (black square) and *Sdc1*<sup>-/-</sup> bcCML (gray circle). (b) Transcripts enriched (by >2-fold) or depleted (by >50%) in *Sdc1*<sup>-/-</sup> bcCML relative to WT bcCML with an FDR<0.05. (c) Confirmation of *Itgb7* knockdown in bcCML cells by qRT-PCR prior to colony forming assay and *in vitro* migration studies (Fig. 9a, 9b). \*\*\*\**P*<0.0001 (*n*=3 technical replicates, representative of 3 biological replicates). (d) Flow cytometric analysis of *Itgb7* protein expression on shCTRL or sh*Sdc1* bcCML. \**P*=0.05 (*n*=3 technical replicates for WT, *n*=5 technical replicates for *Sdc1*<sup>-/-</sup>). (e) Confirmation of *Sdc1* (left) and *Itgb7* (right) overexpression in *Sdc1*<sup>-/-</sup> bcCML cells by qRT-PCR prior to colony forming assay and *in vitro* migration studies (Fig. 9f, 9g). \*\*\*\**P*<0.0001 (*n*=3 technical replicates, representative of 3 biological replicates). (f) Fiprategrast antagonism of integrin  $\alpha_4\beta_7$  in wildtype (LEFT) and *Sdc1*<sup>-/-</sup> bcCML colony formation (RIGHT) (*n*=3 technical replicates per condition, significance from 0 nM; WT: \*\**P*=0.006, \*\*\**P*=0.0006 for 750 nM, \*\*\**P*=0.0008 for 1500 nM; *Sdc1*<sup>-/-</sup>: \**P*=0.04). (g) Rescue of bcCML migration by ectopic expression of WT or HS null *Sdc1* (*n*=4 technical replicates, representative of 2 biological replicates, \*\*\*\**P*<0.001). (h) Frequency of Msi2 consensus binding sequence within the *Sdc1* and *Itgb7* 3' UTR. 

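The authors' deposited table gives an effect size on the natural log scale, since across the 3566 genes with a mean of at least 20 it follows the natural log ratio of the per-library values with a slope of 0.999 and an intercept of -0.079. Genes are not independent replicates in this comparison, and at lower minimum means the slope was flatter, 0.86 at a mean of at least 5. In that table 667 genes are at least 2-fold higher and 1147 at least 2-fold lower in the libraries labelled Sdc1-/-. At an effect size of 1, which is 2.72-fold and the limit written in Supplementary Fig. 5b, the authors' table has 355 higher and 622 lower genes. At that fold, chosen after seeing the data, limma called 53 higher and 121 lower genes at an adjusted p under 0.05, and 126 and 233 with a pseudocount of 0.1.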

The mRNA sequence for *Sdc1* (LEFT) and *Itgb7* (RIGHT) were pulled from NCBI. The 3'UTR for each transcript was scanned for each variation of the Msi2 consensus binding sequence and the occurrences of each are noted in the table. Two-tailed unpaired Student's *t*-tests were used to determine statistical significance.

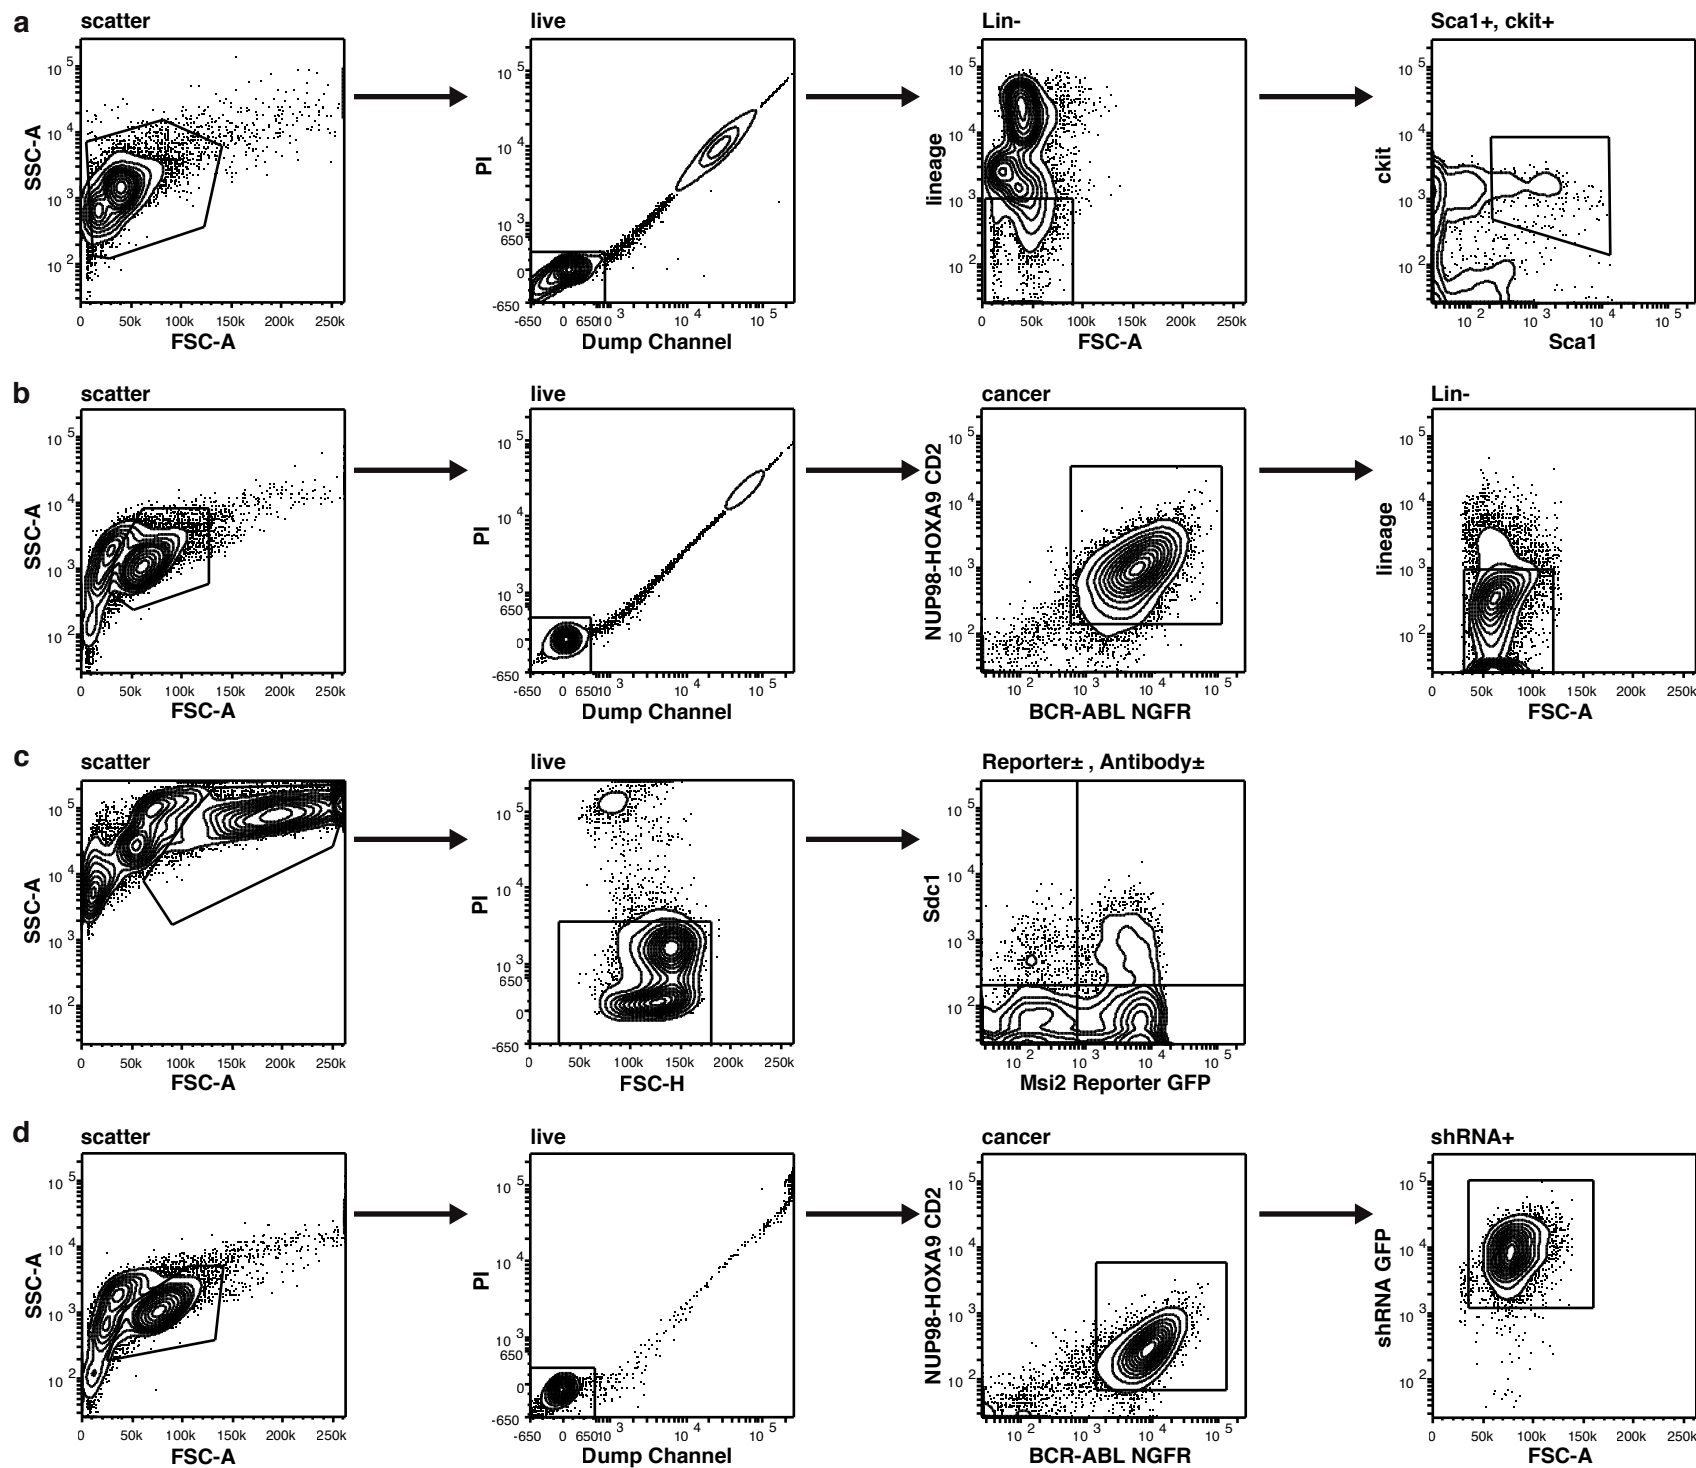

Supplementary Figure 6

### **Supplementary Figure 6. Example flow cytometry gating strategies used**

(a) Gating strategy used for KLS sorting from mouse bone marrow. KLS cells used as starting material for all mouse leukemia models in this paper. (b) Gating used for sorting lin- bcCML from primary transplants. This strategy was used to generate the cell source for all colony forming assays, migration assays, the surface antibody screen, WT vs. *Sdc1*<sup>-/-</sup> RNAseq, and upstream of shRNA transduction. (c) Gating scheme used for the surface antibody screen. Lin- bcCML was already sorted prior to running the surface antibody screen. Thus, gating for size and live cells was only necessary before assessing positivity on the MSI2 reporter cells. (d) Gating used for isolating shRNA transduced bcCML. Lin- bcCML cells were previously sorted from primary transplants and infected with shRNA. After 48hrs cells were sorted again to isolate shRNA+ bcCML cells. This strategy was used for all assays using shRNA.

# Supplementary material for: A stem cell reporter based platform to identify and target drug resistant stem cells in myeloid leukemia
**Source:** Nat Commun. 2020 Nov 26;11:5998. doi: 10.1038/s41467-020-19782-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1. List of antibodies**

The table shows the list of antibodies for immunofluorescence and flow cytometry used in this study.

### **Supplementary Data 2. List of primer sequences**

The table shows the list of primer sequences used for qRT-PCR and Sdc1<sup>-/-</sup> mouse genotyping in this study.

### **Supplementary Movie 1. Real-time imaging of Msi2 reporter bcCML in bone marrow microenvironment.**

Imaging of bcCML cells (GFP, green) in bone marrow microenvironment shows long term associations (>4hrs) with local niche cell in dsRed recipient (red). Run time is 4 hours at 24 frames per second.

### **Supplementary Movie 2. Real-time imaging of CTRL bcCML in bone marrow microenvironment.**

Imaging of calvarium of dsRed Actin recipient (magenta) transplanted with Msi2 reporter bcCML (green). Recipient mouse was injected with anti-VE-cadherin (cyan) prior to imaging to illuminate blood vessels. White arrow heads track individual cells of interest to demonstrate representative cellular velocity.

### **Supplementary Movie 3. Real-time imaging of shSdc1 bcCML in bone marrow microenvironment.**

Imaging of calvarium of dsRed Actin recipient (magenta) transplanted with Msi2 reporter bcCML (green). Recipient mouse was injected with anti-VE-cadherin (cyan) prior to imaging to illuminate blood vessels. White arrow heads track individual cells of interest to demonstrate representative cellular velocity.

### **Supplementa Movie 4. Real-time imaging of shCTRL bcCML cells interacting with HUVECs on fibronectin coated polyacrylamide gel**

HUVECs were activated with TNF- $\alpha$  ~24 hours before experiment and labeled with CellTrace Yellow (yellow) just prior to addition of shControl bcCML (green). An SDF-1 gradient was established in the z-plane and cells were kept at 37°C and 5% CO<sub>2</sub> throughout the duration of imaging. Arrow heads track individual cell dynamics and correspond to the behaviors described in Fig. 6e (Red = static, Blue = lamellipodia/filopodia projecting, Yellow = migratory, White = interacting with HUVECs).

# Supplementary material for: A stem cell reporter based platform to identify and target drug resistant stem cells in myeloid leukemia
**Source:** Nat Commun. 2020 Nov 26;11:5998. doi: 10.1038/s41467-020-19782-x
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry and cell sorting was performed on BD FACS Aria III using FACSDiva version 6.1.3 (BD Biosciences).  
Live animal imaging was performed on a Leica TCS SP5 II using LAS AF version 2.7.3.9723 (Leica).  
Cell imaging was done on a Zeiss LSM-700 confocal microscope using ZEN 2010B SP1 (Zeiss).  
qRT-PCR was performed on a BioRad CFX96 C100 Thermocycler using BioRad CFX Manager version 3.1 (BioRad).

#### Data analysis

Statistical analyses were performed using GraphPad Prism 6.  
Flow cytometry data were analyzed using FlowJo software version 10.5.3.  
Immunofluorescence images were adjusted using Adobe Photoshop CS6 version 13.0 and images were quantitated using ImageJ (1.52a).  
RNAseq was analyzed with Cytoscape v3.7 and R v3.6 with the following software packages: Kallisto (<https://pachterlab.github.io/kallisto/>), Sleuth (<https://github.com/pachterlab/sleuth>), GSVA (<https://www.bioconductor.org/packages/release/bioc/html/GSVA.html>), limma (<https://bioconductor.org/packages/release/bioc/html/limma.html>), GSEABase (<https://bioconductor.org/packages/release/bioc/html/GSEABase.html>), Pheatmap (<https://www.rdocumentation.org/packages/pheatmap/versions/1.0.12/topics/pheatmap>). All computer code is available upon reasonable request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw data is available in Supplemental Table 3. The RNAseq data that support the findings of this study have been deposited in GenBank (Accession code GSE159148). All other data is available upon request of the corresponding author.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | A minimal number of animals for statistically significant results were used in compliance with the IACUC guidelines. Age and sex matched animals were used for all experiments and all independent experiments. All experiments were repeated as indicated in the legends.                                                                          |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                              |
| Replication     | In vitro experiments were repeated a minimum of 3 times, as stated in the figure legends, and similar results were observed.<br>In vivo experiments were repeated 2-3 times as stated in the legends of each figure. All attempts at replication were successful.                                                                                   |
| Randomization   | Littermate or wild-type control mice from the colony were used for all relevant experiments. Animals enrolled in survival studies were randomly selected to receive either control or knockdown transplants. Mice were randomly assigned for bone marrow/spleen analysis and allowed to continue for survival studies for all relevant experiments. |
| Blinding        | Investigators were blinded for colony forming assays and to patient sample details. The investigators were not blinded during outcome assessment for other experiments since data acquisition and analysis were done using indicated software.                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | A detailed list of antibodies used for immunofluorescence and flow cytometry (including vendor, catalog number, and dilution) is found in Supplementary Table 1.                                                                             |
| Validation      | Pre-validated antibodies available commercially were used for the study. All antibodies have been tested by the manufacturer for the relevant application on cells expressing the antigen without cross-reactivity to non-specific proteins. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                   |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK293T (ATCC CRT-3216) and HUVEC (ATCC CRL-1730) cells were purchased from ATCC. |
| Authentication                                                    | Cell lines were obtained directly from ATCC and were maintained frozen until use. |
| Mycoplasma contamination                                          | cell lines were not tested for mycoplasma.                                        |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | no commonly misidentified lines were used.                                        |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice used were between 4 and 8 weeks old and both male and female mice were used.<br>Msi2 reporter (Msi2eGFP/+) were kept on the B6 background<br>Actin-dsRed on the NOD/SCID background (NOD.Cg-PrkdcscidTg(CAG-DsRed*MST)1Nagy/KupwJ)<br>B6-CD45.2 and B6-CD45.1 (B6.SjL-PtprcaPepcb/BoyJ)<br>NOD/SCID (NOD.CB17-Prkdcscid/J)<br>NSG (NOD.Cg-PrkdcscidIL2rgth1Wji/SzJ)<br>Sdc1 KO mice (Sdc1-/-) were kept on the B6 background |
| Wild animals            | the study does not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | the study does not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All animal experiments were performed according to protocols approved by the University of California San Diego Institutional Animal Care and Use Committee.                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | <p>Bone marrow was recovered from femurs, tibias, and pelvis. Bones were crushed using a mortar and pestle, cells were suspended in Hanks' balanced salt solution (HBSS) (Gibco, Life Technologies) containing 5% (vol/vol) fetal bovine serum and 2 mM EDTA and filtered using a 70um filter. Red blood cells were lysed using RBC Lysis Buffer (eBioscience) and kkit cells were enriched by positive selection using magnetic beads (Miltenyi Biotec) on a AutoMACS Pro (Miltenyi Biotec) before staining for lineage markers. All antibodies were purchased from BD Pharmingen, eBioscience or BioLegend.</p> <p>The high throughput surface antibody screen was performed per manufacturer's instruction (BD Lyoplate). Briefly, near terminal Msi2 reporter bcMML mice were sacrificed and the spleen was dissociated to produce a single cell suspensions. 500,000 cells were added to each well of a 96 well U-bottom plate. Cells were subsequently incubated with primary, biotin conjugated secondary, and streptavidin conjugated fluorescent tertiary antibodies while washing twice between antibody steps.</p> <p>Analysis of leukemic mice was similarly done. Briefly, cells spleens and/or bone marrow from sick mice were prepared as described above to generate single cell suspensions that were then incubated with FACs antibodies.</p> <p>See Supplementary Table 1 for details of all antibodies used.</p> |
| Instrument         | The high throughput antibody screen was performed using a BD FACSCANTO II equipped with a high throughput sampler. All other analysis and cell sorting was carried out on a FACSARIA III (BD Biosciences).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Software           | FACSDiva version 6.1.3 (BD Biosciences) was used to collect data and data analysis was done using FlowJo version 10.5.3 (Tree Star Inc.).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell population abundance | The purity of post-sort KLS from B6 wild type and Sdc1 <sup>-/-</sup> mice was higher than 95% as determined by flow cytometry.<br>The purity of post-sort transduced KLS cells was greater than 98% as determined by flow cytometry.                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Gating strategy           | KLS sort: morphology (FSC/SSC) → live cells (PI-) → lineage negative (lin-) → ckit + & Sca1 + (ckit/Sca1).<br>BCR-ABL & NUP98-HOXA9 transduced KLS: morphology (FSC/SSC) → live cells (PI-) → NGFR+ (BCR-ABL vector) & CD2+ (NUP98-HOXA9 vector).<br>Primary bcCML: morphology (FSC/SSC) → live cells (PI-) → NGFR+ (BCR-ABL vector) & CD2+ (NUP98-HOXA9 vector) → lineage negative (lin-).<br>shRNA transduced bcCML: morphology (FSC/SSC) → live cells (PI-) → GFP+ (shRNA vector).<br>Boundaries between "positive" and "negative" populations were defined using a fluorescence minus one sample.<br>See Supplementary Table 1 for antibody panels used. See Fig. S6 for gating examples. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

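RNA-seq was measured in lineage-negative bcCML cells of 2 groups, WT and Sdc1-/-, with 3 libraries each, grouped by the labels that the authors gave. The number in a label, 1 to 3, was taken as the replicate. The labels name another recipient strain than the paper's general methods, and whether the libraries of a group come from separate mice is not settled, so an SD between libraries may hold technical variation only. The same limit holds for the p-values from limma and the counts of called genes. Because Sdc1 mRNA was higher in the libraries labelled Sdc1-/-, the groups are named by their labels.

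For the per-library table, the authors deposited a signal per gene, TPM from kallisto that had been rescaled between libraries, so the sums run from 944973 to 1058263. Of the 36083 genes, 11369 were at 0 in all libraries. Read depth is unknown, and the values allow no interval from counting error. For the second table, the authors deposited the p-value and q-value of sleuth's Wald test for 8520 genes, all with a q-value below 0.05. The effect size, its standard error and the mean of the observations are deposited on the natural log scale. The other columns deposited by the authors, technical variance and variance beyond it, hold variances on the squared natural log scale. Versions of kallisto and sleuth, the transcriptome and the genome build are not named in the paper's text. The identifiers of 35454 of the 36083 genes occur in GENCODE M21, and no coordinates of that release are given for the expression data.

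From these values, limma 3.58.1 in R 4.3.3 was run on log2(value + 1) for the 12155 genes with a mean of at least 1, with group as the only term, a variance trend in eBayes, and Benjamini-Hochberg adjustment at 0.05. The design, made before the data were examined, assumed TPM, and the same test was kept for the rescaled values. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation. Of the lists written before the data were examined, 23 were tested and 2, B cells and syndecans, had fewer than 3 tested genes. Reactome pathways came from fgsea 1.28.0, and 772 with 10 to 500 tested genes were tested. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. On simulated data with 200 of 12155 genes changed by a log2 fold change of 1, 190 (95.0%) were called in the right direction and 11 unchanged genes were called, 5.47% of the calls. With no change simulated, 0 genes were called. The simulated genes were independent, with SDs taken from these libraries, which may hold technical variation only. These rates need not carry over to the real values, where 7374 genes were called and genes are not independent.

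The genes named are those the paper names or draws in Fig. 8d, Fig. 8f, Fig. 8g and Supplementary Fig. 1b, the 5 with the largest rise and the 5 with the largest fall among called genes with a mean of at least 5 and no overlap between groups, and Sdc1 to Sdc4, Cxcr4 and Msi2. Marker lists were reported as lists, with the sex genes and the most abundant members named. In all, 18 fits across genes were made, 15 of them set before the data were examined. These changed the pseudocount to 0.1 or 0.5, the minimum mean to none or 5, the scaling, the variance trend, the replicate block and the libraries used. The others were chosen after seeing the data: a sum of 1000000 per library, the removal of a trend with GC content and transcript length, and the offset of the authors' effect sizes put on the per-library values. Further alternatives chosen then took that offset out of the authors' effect sizes and counted genes at 2.72-fold, the fold of an effect size of 1. Motifs were counted in GENCODE M21 transcripts on GRCm38. The gene sets of Fig. 8b, Fig. 8c and Fig. 8e and the list of the CRISPR screen were not used here.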

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

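The tests on male cells, on exchanged labels, on words shared with Sdc1, on proliferation and on near-identical copies were chosen after the results were seen.

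Sdc1 mRNA was higher in the libraries labelled Sdc1-/-, a value the paper does not report for these libraries. The log2 fold change was 0.99 (adjusted p = 1.2e-04 from limma), higher in 3 of 3 libraries, at a low level of 3.92 ± 0.17 against 1.49 ± 0.27 (SD, n = 3 in each group). Reads shared with the other syndecans are argued against, since of the 3831 words of 31 bases in the annotated Sdc1 transcripts of GENCODE M21, 0 occur in transcripts of Sdc2, Sdc3 or Sdc4. Of these words, 106 also occur in the pseudogenes Gm14724 and Gm16407 (named after their values were seen), which were listed at 0 in every library. Whether the labels of the groups were exchanged cannot be told apart from a knockout allele that is still transcribed. The value of 0.99 on the log2 scale is what both would allow, and Fig. 8 was drawn from these libraries and is no independent check. In qRT-PCR of other cells (Supplementary Fig. 4d) the paper shows less Sdc1 mRNA in Sdc1-/- bcCML with an empty vector than in WT bcCML, the opposite direction. The primers it lists for Sdc1 lie in exon 3 of the 5 exons of the transcript that matches the RefSeq mRNA, past exon 1 with the start codon, and the values per gene do not show which exons were read, so a transcript without exon 3 stays open. Surface integrin β7 was reduced by knockdown of Sdc1 (Supplementary Fig. 5d), the direction that Itgb7 mRNA has under the labels as given, with a log2 fold change of -0.72. These measurements on other cells point both ways and leave the labels open. A disrupted transcript that is made at a higher level stays open as a biological explanation and was not tested.

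Y-linked genes, which the paper does not discuss, were present in the libraries labelled Sdc1-/- and near 0 in those labelled WT. The median log2 fold change of the 4 genes Ddx3y, Eif2s3y, Kdm5d and Uty was 3.37, and each was higher in 3 of 3 libraries. This median depends on the pseudocount, since the libraries labelled WT are near 0. The adjusted p of these 4 genes as a set was 1.4e-04 from camera. Eif2s3y had values of 43.2, 49.0 and 49.8 in the libraries labelled Sdc1-/-, and of 0, 0 and 0.0116 in those labelled WT. A few male cells in female libraries would leave these genes far below their X-linked partners, and the median ratio to the partner was 0.31, which argues against that. A difference in sex acting through the sex chromosomes does not account for the called genes, since 3.13% of the called genes lie on X or Y against 3.42% of the tested genes. The paper's Reporting Summary states that all experiments used animals matched for age and sex. The Y-linked values go against this for these libraries. The sex of the donors remains open as a biological difference between the groups, and its effect on other chromosomes was not tested.

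Present only in the libraries labelled Sdc1-/-, with a mean of at least 5 there and at most 0.5 in every library labelled WT, were 8 genes, and 4 were present only in the libraries labelled WT. Of the 12 genes, 4 are Y-linked and 5 are pseudogenes, 41.7% against 8.61% of the tested genes. Gm15899, a pseudogene among the 8 (named after its values were seen), was listed at 0 in every library but replicate 3 of those labelled Sdc1-/-, where its value was 19.0, and limma did not call it (adjusted p = 0.29). Without it 7 genes were present only in the libraries labelled Sdc1-/-, and 4 of the 11 genes, 36.4%, were pseudogenes. For the pseudogenes, reads shared between near-identical copies are a candidate explanation that goes with this share. For the other genes, such as mt-Nd6 and Srp54b (named after their values were seen), sequence variants between the donors stay open and were not tested.

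The proliferation list, 20 genes, was higher in the libraries labelled Sdc1-/- with a median log2 fold change of 0.22, with 16 genes called higher and 1 lower (adjusted p = 4.1e-05 from camera over 23 lists). Pcna, the most abundant member, went from 391 to 437. The gap between the median of the list and that of all genes was 0.23 for the values as deposited. It was 0.24 with every library set to a sum of 1000000 and 0.22 with the authors' offset. Camera compares a list with the other genes, but a factor for a whole library need not cancel in its p-values. With every library set to that sum, its adjusted p went from 0.029 to 0.49 for Antigen processing-Cross presentation. For mRNA Splicing it went the other way, from 7.9e-05 to 1.3e-06. A rise of the list in itself cannot be told apart from the authors' scaling: with their offset put on the per-library values, chosen after seeing the data, the median was 0.11, and 10 genes were called higher and 1 lower, while with every library set to a sum of 1000000 the median of all genes rose to 0.12 and that of the list to 0.37. A trend with GC content and transcript length as the whole cause is argued against, with an adjusted p of 4.9e-06 after its removal. Over all settings the adjusted p of this list ran from 4.9e-06 to 0.12, the latter with the correlation estimated from the data. A difference in the mix of mature and immature cells stays open for this list and was not tested on it. Since the technical explanations weighed here are not all excluded, exchanged labels among them, no biological reading is given.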

How the results depend on the processing

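Among 1219 comparisons of a result with one of its alternatives, 1163 kept their direction and their side of the threshold, or for a count stayed within 1.5 times. Of the 37 named genes with a fitted fold change, 36 changed neither direction nor call under any alternative that tested them. Itgb5 reversed, from 0.14 to -0.059 on the log2 scale without replicate 1 of the libraries labelled Sdc1-/-, and ran from -0.059 to 0.26 across the 6 fits that each left out one library. The number of different genes ran from 6475 to 6962 across those fits, of higher genes from 3106 to 3368 and of lower genes from 3369 to 3594.

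The counts at 2-fold moved with the pseudocount: at 0.1 there were 397 higher and 535 lower genes, since a smaller pseudocount enlarges the fold change of low genes by construction. With a minimum mean of 5, 153 genes were at least 2-fold higher, since fewer genes were tested. At 2.72-fold, a limit chosen after seeing the data, 53 genes were higher and 121 lower. There a pseudocount of 0.1 gave 126 and 233 genes, a pseudocount of 0.5 gave 82 higher genes and a minimum mean of 5 gave 34 higher genes, for the same reasons. Of the genes of Fig. 8d, 18 were called without a minimum mean and 7 with a mean of at least 5, again because another number was tested. With every library set to a sum of 1000000, chosen after seeing the data, 5286 genes were higher and 2380 lower, against 3564 and 3810 for the values as deposited, because the sums of the groups differ by -0.15 on the log2 scale. Under the authors' offset put on the per-library values, also chosen after seeing the data, 2548 were higher and 5108 lower, 66.7% of the calls. Quantile normalization gave 47.8% lower.

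By construction fry tests another hypothesis than camera. Under fry, all 23 marker lists tested and 618 Reactome pathways passed the threshold, and with the correlation estimated from the data 0 lists and 0 pathways did. At an unadjusted p under 0.05 there were then 7 lists and 117 pathways. The first principal component held 65.0% of the variance with genes scaled to unit variance, 84.1% for values without a log and 84.1% with a minimum mean of 5, and the cause was not tested. Read on the log2 scale, the authors' effect sizes gave 355 higher and 622 lower genes at 2-fold, a change of the scale only. The other annotated transcripts held UAG 15 times in Sdc1 and 1 time in Itgb7, in shorter 3′ UTRs. In all, 34 other results changed, of single lists and of pathways by direction: 17 weaker, 13 stronger and 4 moved.

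The replicate block was fitted once. The correlations of deviations from the group means for libraries with the same number were 0.15, -0.0083 and 0.018, so the numbers do not pair the libraries. With the replicate block 7624 genes differed, 3653 higher and 3971 lower. The number of reads is not known, so nothing can be said of how depth limits the low genes, and genes with a mean below 1 were tested only without a minimum mean. With a minimum mean of 5, Sdc1 and other named genes below it had no value. The authors' offset was fitted for the counts of genes and for the calls and median of the proliferation list only.

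Of the 10 splits of the 6 libraries into groups of 3, 1 split, the real one, gave as many different genes. The same held for higher genes (1 of 10), lower genes (1 of 10), both counts at 2-fold and at 2.72-fold (1 of 10 each), the genes of Fig. 8d, the integrins of Fig. 8f and all integrin subunits (1 of 10 each), marker lists and Reactome pathways (1 of 10 each). The genes of Fig. 8d and Fig. 8f were picked by the study on the real split, so their counts say nothing further. The count of all integrin subunits rests in part on the genes of Fig. 8f. Of the 13 marker lists past the threshold, 3 are those of Fig. 8d, Fig. 8f and Fig. 8g. For higher and lower genes, the larger direction of each other split was counted. With 3 against 3 libraries the share is never below 0.1, so chance cannot be excluded in this way. The other splits gave 0 different genes but up to 9 marker lists and 81 pathways, against 13 and 151 for the real split, so camera's calls here exceed those of other splits by less than 2 times.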

Differences from the paper's values

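Supplementary Fig. 5b shows about 360 genes higher and about 620 lower in Sdc1-/- bcCML, read by eye. Its legend gives 2-fold as the limit, while the figure itself gives an effect size above 1, which is 2.72-fold on the natural log scale of the authors' table. At 2-fold limma called 232 higher and 355 lower genes, a limit that is not like for like with the figure. At 2.72-fold, a limit chosen after seeing the values, limma called 53 higher and 121 lower genes, and none of the alternatives set before the data were examined brought either count within 1.5 times of the paper's. The closest at 2.72-fold was a pseudocount of 0.1, with 126 and 233. Only at the lower limit of 2-fold did a pseudocount of 0.1 (397 and 535) or 0.5 (297 and 432) bring both counts within 1.5 times. Leaving out replicate 1 of the libraries labelled WT (241) or replicate 2 of those labelled Sdc1-/- (244) did so at 2-fold for the higher genes, and none of the other alternatives set before the data were examined did. Also at 2-fold, rescaling every library to a sum of 1000000, which was chosen after seeing the values, gave 346 higher genes, and the authors' offset, also chosen after seeing the values, 441 lower genes, each within 1.5 times.

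The authors' deposited table itself holds 667 genes at least 2-fold higher and 1147 at least 2-fold lower when its effect size is read on the natural log scale, against about 360 and about 620 in Supplementary Fig. 5b, read by eye. On the log2 scale, an alternative set before the data were examined, the same table gives 355 and 622, the counts at an effect size of 1. The slope of 0.999 between the effect size and the natural log ratio of the per-library values places the effect size on the natural log scale.

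Supplementary Fig. 4d shows Sdc1 mRNA by qRT-PCR in WT bcCML at about 14 times its level in Sdc1-/- bcCML with an empty vector, read by eye, in other cells than these libraries. Here the fold of the libraries labelled WT over those labelled Sdc1-/- was 0.504 on the log2(value + 1) scale, a log2 fold change of 0.99 in the opposite direction, and none of the alternatives set before the data were examined closed the gap.

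The paper draws Notch4 in Fig. 8d and Itgax, Itga2 and Itgad in Fig. 8f as lower in Sdc1-/- bcCML. None of them reached the minimum mean, and without a minimum their adjusted p from limma was 0.087 for Notch4, 0.096 for Itgax, 0.094 for Itga2 and 0.12 for Itgad. The authors' deposited table, from sleuth's Wald test, has all of them lower. Its q-values are 0.021 for Notch4, 0.021 for Itgax, 0.032 for Itga2 and 0.010 for Itgad. Without a minimum mean, Irf4, Hlf, Il7r, Mertk, Mefv, Acod1 and Mst1r of Fig. 8d and Itgae and Itga1 of Fig. 8f, which were otherwise not tested, were called lower. The paper reports that Cxcr4 protein is not reduced in Sdc1-/- bcCML (Supplementary Fig. 4c), and Cxcr4 mRNA, another measure, had a log2 fold change of -0.41, lower in the libraries labelled Sdc1-/-.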

Other observations

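The tests on macrophages and neutrophils, on cell types moving alike, on the spread within groups, on proliferation and on the offset of the authors' effect sizes were chosen after the results were seen.

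The share of lower genes was 65.4% in the authors' deposited table and 51.7% among limma's calls. A constant offset is a candidate explanation: the effect size lies below the natural log ratio of the per-library values by a median of 0.079, from -0.0794 at the 5th to -0.0791 at the 95th percentile of 3566 genes. With that offset put on the per-library values, 66.7% of limma's calls were lower. Before that refit, taking the offset out of the authors' effect sizes had moved the share in their table only from 65.4% to 64.8%, and the refit was chosen after that result. The authors' table holds only genes called with the offset. Where the offset comes from was not tested.

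Among the marker lists, the neutrophil list fell most, with a median log2 fold change of -1.64 in the libraries labelled Sdc1-/- and 15 of 15 genes called lower. Its most abundant members S100a8 and S100a9 went from 5279 to 1859 and from 4031 to 1408, while Camp (named after its values were seen) fell from 554 to 404. Of the macrophage list 11 of 14 tested genes were called lower, among them its most abundant member Lyz2, which went from 216 to 116. Against a fall of all macrophage transcripts, Apoe, the next most abundant, rose from 32.0 to 79.4, and Axl and Vcam1 (named after their values were seen) did not differ. More mature neutrophils or macrophages in the libraries labelled WT may therefore stand behind the lower integrins of Fig. 8f, as a hypothesis. All 15 neutrophil genes and 14 of the 20 macrophage genes had a mean of at least 1 over the libraries, 2 genes of each list were also picked by the study for Fig. 8d, and lineage-negative leukemic cells that mature further would give the same picture, so a change within the leukemia stays open, as do the genotype and sex of the groups, which were not tested. Whether all other cell types were lost alike is not settled. The 10 cell type lists moved apart (permutation test over 97 genes, p = 1e-05, the smallest that the permutations can give), where genes are not independent. Leukemic cells may express genes of these lists themselves, so the lists can move apart even after a common loss of other cells. Their median log2 fold changes ran from -1.64 for neutrophils to -0.23 for endothelial and stromal cells. The authors' scaling and a trend with GC content and length are argued against as the whole cause, since 6 of 6 integrins remained called and lower with every library set to a sum of 1000000, and 6 of 6 after the trend was removed.

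The other lists gave these medians of log2 fold changes and adjusted p-values from camera. Lower were mast cells, basophils and eosinophils (-1.11, 4.7e-06), neutrophil primary granules (-0.65, 3.6e-04), macrophages (-0.75, 9.7e-04), immediate early genes (-0.39, 0.0056), the erythroid list (-0.70, 0.033) and the dendritic list (-0.70, 0.037). Higher was the list of stem and progenitor genes (0.30, 5.0e-04). Not past the threshold were monocytes (-1.23, 0.079), megakaryocytes (-0.26, 0.30), T and NK cells (-0.25, 0.21), endothelial and stromal cells (-0.23, 0.49), the leukemic stem cell signature (0.16, 0.27), interferon response (0.17, 0.35), hypoxia and glycolysis (-0.20, 0.27), heparan sulfate enzymes (-0.16, 0.21) and the genes named from the surface screen (-0.23, 0.18). The dendritic list was no longer past the threshold without replicate 3 of the libraries labelled WT (0.0502), nor, with the trend on GC content and length removed, were the dendritic (0.059) and erythroid (0.070) lists. With the correlation estimated from the data the adjusted p of every list was above 0.05. The neutrophil list had an adjusted p of 5.5e-10 from camera. The genes of Fig. 8d, Fig. 8f and Fig. 8g were picked by the study on these libraries, so a set test of them says nothing further, and only their medians are given, -0.79 for Fig. 8g and -0.81 for Fig. 8f.

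The 200 most abundant genes had a median log2 fold change of -0.22 against -0.0097 for all tested genes, with 135 called lower and 28 higher. A trend with GC content and length is argued against as the whole cause, since after its removal the gap to all genes was -0.14. A lower proliferation rate is argued against only as far as the proliferation list shows it. The median of that list was 0.22, and it was 0.11 with the authors' offset put on the per-library values. With every library set to a sum of 1000000 it was 0.37. Its size depends on the scaling, so no rise is claimed. With every library set to a sum of 1000000 the gap was -0.19. No other biological explanation was tested.

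Of the 47 nearest tested neighbours of Sdc1 on its chromosome in GENCODE M21, 25 on each side where the chromosome reaches that far, 30 were called. This share of 63.8% is reached by 41.5% of windows around other genes, so no excess of calls showed there. With 7374 of the 12155 tested genes called, a few strain variants carried along with the allele would not stand out, so they stay open. At 2-fold or more, 3 neighbours were called, a share that 23.1% of windows reach.

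The libraries of a group differ little, and the supplement calls the WT libraries technical replicates. Libraries of a group made from one RNA sample cannot be told apart from separate mice here: 28.6% of the genes in the authors' table have an estimate of variance beyond technical below 0, but that table holds only called genes, which favours a small variance.

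Cxcr4, whose protein the paper reports as not reduced on Sdc1-/- bcCML cells (Supplementary Fig. 4c), had an mRNA value of 117 ± 2.48 in the libraries labelled WT and 88.3 ± 2.91 in those labelled Sdc1-/- (SD, n = 3 in each group), a log2 fold change of -0.41 (adjusted p = 8.2e-05 from limma). Msi2 had a log2 fold change of 0.24 (adjusted p = 7.0e-04 from limma). In the 3′ UTR of Sdc1, the base composition alone gives 28.6 UAG on average, beside 28 found, and in that of Itgb7 2.52, beside 2 found.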
